# Production of kidney organoids arranged around single ureteric bud trees, and containing endogenous blood vessels, solely from embryonic stem cells

**DOI:** 10.1038/s41598-022-16768-1

**Published:** 2022-07-22

**Authors:** Anwar A. Palakkan, Julia Tarnick, Martin Waterfall, May Sallam, Fokion Glykofrydis, Mona Elhendawi, Jamie A. Davies

**Keywords:** Biological techniques, Cell biology, Developmental biology, Stem cells, Anatomy, Nephrology, Urology

## Abstract

There is intense worldwide effort in generating kidney organoids from pluripotent stem cells, for research, for disease modelling and, perhaps, for making transplantable organs. Organoids generated from pluripotent stem cells (PSC) possess accurate micro-anatomy, but they lack higher-organization. This is a problem, especially for transplantation, as such organoids will not be able to perform their physiological functions. In this study, we develop a method for generating murine kidney organoids with improved higher-order structure, through stages using chimaeras of ex-fetu and PSC-derived cells to a system that works entirely from embryonic stem cells. These organoids have nephrons organised around a single ureteric bud tree and also make vessels, with the endothelial network approaching podocytes.

## Introduction

Organoids generated from stem cells are valuable tools for modelling diseases, for testing drugs, and for producing transplantable replacement organs. Protocols have been developed for generating kidney organoids from mouse ex-fetu renogenic stem cells^1–3^ and from mouse and human pluripotent stem cells (PSC)^4–7^. Organoids contain more than one cell type, a fact that enables them to model physiology more accurately than single cell-type cultures. They can also replicate pathogenesis involving interactions between different cell types^8^. Though protocols for generating kidney organoids from stem cells are well established, those from PSC lack the anatomical higher order of a real kidney, their nephrons not being connected to a single urine collecting system^9^.

Normal kidneys are patterned by the interactions between the tips of a sequentially branching structure, the ureteric bud (UB), and the surrounding metanephric mesenchyme^10^ that contains nephron progenitor (NP) and stromal progenitor (SP) cells. Interactions between these populations are highly regulated^11^ and give rise to an arrangement in which excretory nephrons, which develop from NP, filter blood at their glomerular ends and recover solutes through their tubular portions, connect to the outer branches of a single, coherent collecting duct tree, which develops from UB. Traditionally, stromal cells were considered to support kidney development by secreting extracellular matrix and growth factors. However, more specific roles of stromal cells in the regulation of both UB branching and nephron formation are now recognized^12^, and stromal ablation studies cause severe structural deformities during mouse kidney development^13^.

Organoids produced either by re-aggregating disaggregated mouse ex-fetu renogenic stem cells^3^ or by the differentiation of PSC^4,5,14,15^ have realistic anatomy at the micro-scale (nephrons etc.) but lack organotypic higher-order. This problem was addressed some years ago by our lab for organoids made from mouse ex-fetu cells, by a serial aggregation system that provided the UB / collecting duct progenitor cells in the form of a single, coherent epithelial tubule^1^. These organoids were further improved by asymmetric application of BMP4 to create a ureter-type structure from one end of the collecting duct tree^2^. This single-tree-with-ureter arrangement has not yet been achieved for organoids made entirely from PSC. The closest approaches so far have been from the Nishinakamura laboratory^6,16^, and Zeng and colleagues'^17^. In their first publication on this topic, the Nishinakamura laboratory produced mouse ESC-derived ureteric bud branches, and mouse ESC-derived nephron progenitors. Then, by mixing one mESC-derived ureteric bud branch with mESC-derived nephron progenitors and with ex-fetu mouse stromal cells, they produced organoids based on a single collecting duct tree. It was an important step forward, but they still had to use ex-fetu mouse materials for stromal progenitors, which were necessary for the formation of the organ, and their kidneys featured little vasculature. In their second, very recent publication^16^ that appeared during the revision phase of our current report, the Nishinakamura lab developed a differentiation protocol to make mouse dorsal stromal progenitors from mouse ESC. They showed that these could substitute for ex-fetu stromal progenitors by combining them with mESC-derived ureteric bud and mESC-derived nephron progenitors to make kidney organoids based on a single ureteric bud/ collecting duct tree. There was no information on extent of vessel formation in culture, though there was evidence of vessel formation when the organoids were transplanted to a host mouse. Zeng and colleagues' lab made ureteric bud organoids from ex-fetu mouse ureteric tip cells expanded in 3D culture and added them to ex-fetu mouse metanephric mesenchyme expanded in culture in a way believed to produce cultures consisting only of nephron progenitor cells: the result was formation of a kidney organoid with nephrons arranged around a single collecting duct tree, albeit with no ureter and with the degree of vascular development unmeasured. The apparent conflict between the observations of the Nishinakamura laboratory that stromal cells are required, and the Zeng one that they are not, may simply reflect the different way that 'nephron progenitor cells' were made (the same phrase 'nephron progenitor cell' in the two papers probably does not mean precisely the same thing).

This report describes another method for producing mouse kidney organoids centred on a single ureteric bud/ collecting duct system, from all-mESC-derived cells with no need, in the final method we describe, for any ex-fetu cells. It demonstrates that nephrons in these organoids are arranged on a single ureteric bud tree, which can be differentiated locally to ureter character, that the organoids also have a network of endothelial cells, and that a branch of the ureteric bud tree can be induced by a local source of BMP4 to differentiate to ureter-type urothelium rather than collecting duct. This is a step forward in the anatomical realism of kidney organoids developed from PSC and a complement to other methods being developed.

## Results

For this study, kidney organoids were generated by aggregating a ureteric bud with NP and SP; all of them where either derived from mouse embryonic stem cells (mESC) or isolated from embryonic kidney, according to the experiment being done. We used three types of organoids, moving in stages from all-ex-fetu (essentially verification of previously-published data as a foundation for what follows) to all-mESC-derived (which is entirely new). We refer to them as follows: ‘ex-fetu organoids’, in which all the above cell types were derived from ex fetu renogenic stem cells isolated from the developing mouse embryonic kidney; ‘chimeric organoids’, in which some cell types were mESC-derived cells and others ex-fetu; ‘all-mESC organoids’, in which all cells came from mESC.

This Results section is divided into three main parts. First, we describe production and characterization of engineered ureteric bud (eUB), induced nephron progenitors (iNP) and induced stromal progenitors (iSP) from mESC. Second, we verify the developmental potential of these cell types by making chimeric organoids, with the other cell types being isolated directly from mouse embryos. Third, we describe the production and characterization of all-mESC-derived organoids.

### Production and characterization of mESC derived ureteric Bud (eUB)

We produced mESC-derived eUBs using a protocol established in our lab^18,19^ by modifying a previous method^6^ (details are provided in method section and Supplementary Fig. 1a). The process of eUB differentiation from mESC, and in vitro branching of the product, is depicted diagrammatically in Fig. 1a. By the end of the differentiation process (approximately 228 h), the cell cultures had developed numerous budding structures (Fig. 1b). We follow our established practice of referring these mESC-derived buds as engineered ureteric buds, eUBs. When isolated from their parent culture using a sharp needle and placed in a 3D gel rich in growth factors (branching medium), eUBs underwent branching morphogenesis [*n* = 18/20, 90% underwent branching; 95% confidence internal (CI): 74% to 100%]. We were able to propagate buds from these branched structures serially for many passages but, for this study, their continued health (ability to grow and branch) was evaluated systematically only up to passage 4, counting the original culture as 0 [*n* = 18/18, 100% healthy; CI: 97% to 100%]. For subsequent experiments, either freshly isolated or passage-2 eUBs were used. Throughout the culture period, the branching structures made from *Hoxb7-Gfp* mESC expressed GFP, and those made from *Sox8-mCherry* mESC expressed mCherry (Supplementary Fig. 1b) [*n* = 6/6, 100% expressed; CI: 92% to 100%].

**Figure 1:**
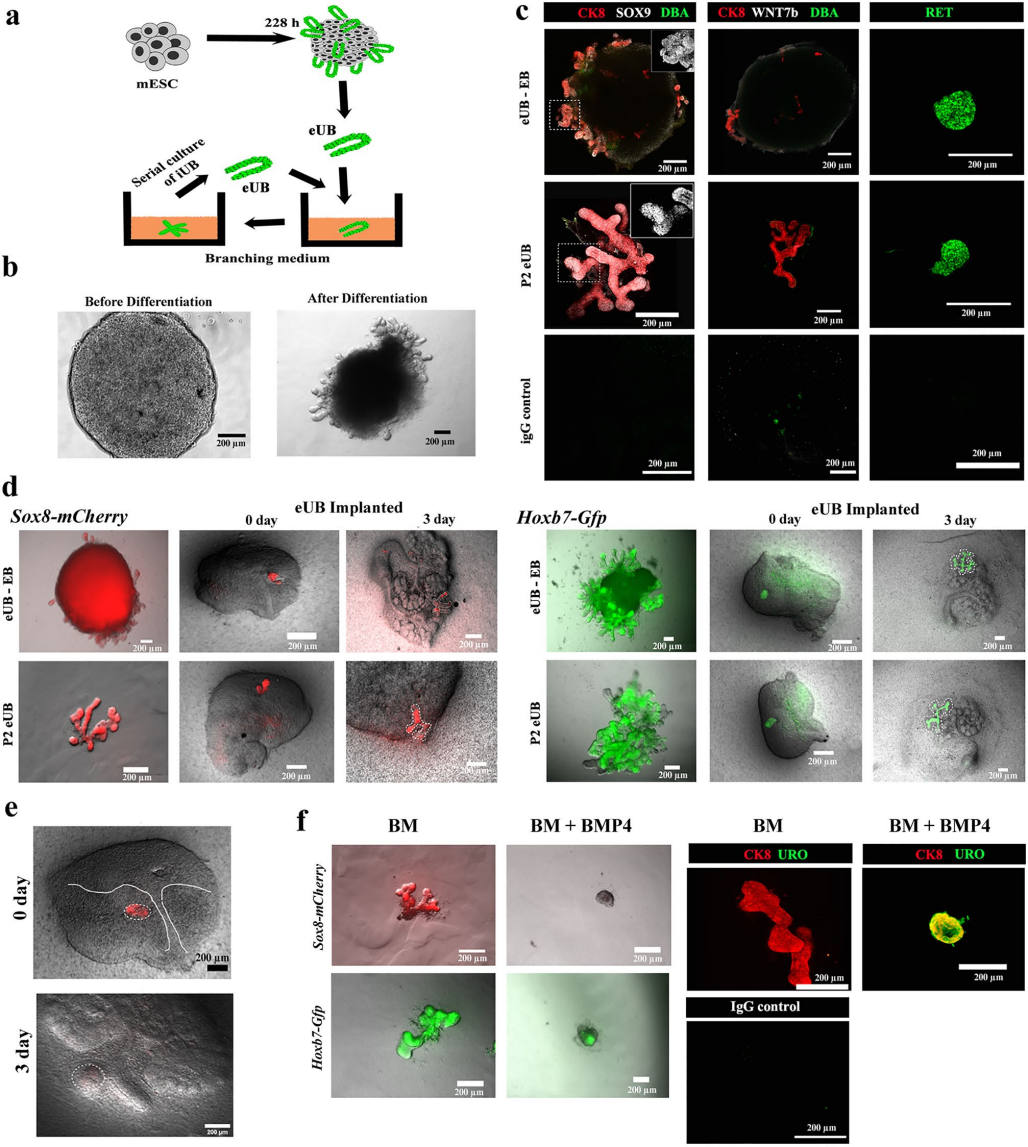
Differentiation of mESC to ureteric bud cells (eUB) (**a**) Schematic diagram showing the isolation and culture of eUBs in branching medium. (**b**) Representative image of embryoid bodies before (48 h) and after differentiation (228 h). Scale bar, 200 µm (**c**) Immunostaining for tip (SOX9, RET) and trunk markers (DBA, WNT7b) in outgrowths from differentiated embryoid bodies (eUB-EB) and passage 2 eUBs (P2 eUB). Cytokeratin 8 (CK8) is a general ureteric bud marker. Inset figure shows the zoomed view of the SOX9 channel in the marked area (dotted line). *n* = 5/5. (**d**) Fluorescence images of eUBs (derived from *Sox8-mCherry* and *Hoxb7-Gfp* lines) implanted in metanephric mesenchyme (from E11.5 kidney), showing branching. eUBs isolated from differentiated embryoid bodies (eUB-EB) and passage 2 eUBs (P2 eUB) were used for implantation studies. Images of kidney at Day 0 and Day 3 after implantation is shown. *n* = 3/3. (**e**) Fluorescence images of eUBs (derived from the *Sox8-mCherry* line) implanted in ureteric mesenchyme (from a E11.5 kidney) showing absence of branching at day 3. *n* = 0/3. (**f**) Branching morphogenesis of eUBs in branching medium (BM) with BMP4 (BM + BMP4) or without BMP4 (BM): BMP4 inhibits branching but promotes expression of uroplakin: *n* = 3/3 for BM; *n* = 5/5 for BM + BMP4. Scale bars, 200 µm.

In an embryonic kidney, the UB has two distinct zones, an actively branching tip and a differentiated trunk part that rarely branches. Our eUBs showed the expression of the tip markers, SOX9^20,21^ and RET^21–23^ [*n* = 5/5, 100% expressed; CI: 90% to 100%]. They expressed neither the trunk marker WNT7b^21^ nor bound labelled Dolichos biflorus agglutinin (DBA) [*n* = 0/5, 0% expressed; CI: 0% to 10%], also characteristic of trunk^18,24^, either in their original culture or when passaged and cultured in branching medium (Fig. 1c). These results show that our eUBs were more like UB tip than trunk.

Ex-fetu isolated UBs display plasticity, developing into either branched collecting ducts or unbranched urothelium in response to their environment. Our previous studies have demonstrated this plasticity of eUBs to form a branched collecting duct system when surrounded by ex-fetu metanephric mesenchyme, and to form an unbranched ureter-type urothelial differentiation when surrounded by ureteric mesenchyme^18,19^. To gain further insight on the plasticity and tissue identity of eUBs, we decided to investigate the expression of *Hoxb7* and *Sox8* using reporting mESC lines. The *Hoxb7*gene is expressed constitutively by all UB cells, irrespective of being tip or ureter. On the other hand, *Sox8* is involved in UB outgrowth^20^ and is expressed in the tips, but is completely absent in ureter regions^25^. In agreement with the findings from Sallam and colleagues^18^, our eUBs branched to form a tree-like morphology when implanted into ex-fetu metanephric mesenchyme (Fig. 1d) [*n* = 3/3, 100% branched; CI: 83% to 100%]. Expression of *Sox8-mCherry* was observed throughout the branching structure but was brighter at the tips. When *Sox8-mCherry* eUBs were implanted into ex-fetu ureteric mesenchyme, they remained unbranched and lost mCherry expression (Fig. 1e) [*n* = 0/3, 0% positive; CI: 0% to 17%]. It is believed that ureteric buds respond to morphogens in the surrounding mesenchyme: BMP4 is one such morphogen and has an important role in UB tip/ureter distinction^26,27^. We conducted simple experiments to test if eUBs can be differentiated towards ureteric lineage in in vitro just by providing signalling molecules, without a ureteric mesenchyme. In the presence of BMP4, our eUBs underwent little or no branching, but instead became spherical in shape, lost SOX8 expression and expressed the urothelium marker, uroplakin [*n* = 5/5, 100% expressed; CI: 90% to 100%]. In controls (branching medium without BMP4), eUBs branched, showed SOX8 expression and were negative for uroplakin expression (Fig. 1f) [*n* = 3/3, 100% expressed SOX8; CI: 83% to 100%]. To the authors' knowledge this is the first report showing that eUBs can respond to BMP4 under in vitro conditions. The above results clearly show that, though eUBs generated were more like UB tip, they were able to respond to the surrounding mesenchymal signals and can become either collecting duct or ureter.

To test whether there might be significant differences between eUBs and ex-fetu UBs, we performed RNA sequencing. We used E11.5 ex-fetu kidneys as a comparison, as they include ureteric buds that have begun to branch but not yet differentiated into mature collecting duct. 

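The RNA sequencing of this comparison comprised 4 eUB samples and 4 samples of ex-fetu UB from E11.5 kidneys. Each ex-fetu sample pooled the kidneys of all the embryos of a mouse, and each eUB sample pooled the embryoid bodies of a single batch of differentiation. Ex-fetu UB cells were sorted as RET and EpCAM positive, and eUB cells as EpCAM and mCherry positive, from a mESC line that the methods call *Sox9-mCherry*. Stranded mRNA libraries were sequenced as read-pairs, trimmed with Cutadapt and aligned with STAR, and the authors deposited CPM values scaled by edgeR's normalisation factors (called normalised CPM here). The methods write the genome as GRCh38, while every gene identifier in the deposited values is a mouse Ensembl identifier, and positions given here are those of GRCm38. In each library, 100% of the values were whole multiples of the value of 1 read, so that the reads counted on genes could be recovered. They numbered between 13.0 and 28.0 M (mega-reads) in the eUB libraries, with a median of 25.0 M, and between 24.6 and 31.7 M in the E11.5 UB libraries, with a median of 27.4 M. The paper reports between 50 and 64 M read-pairs per sample; the values used here rest on the reads counted on genes. The smallest level taken as detectable, 3 reads, corresponded to 0.106 to 0.223 normalised CPM in the eUB libraries and 0.0969 to 0.121 in the E11.5 UB libraries. The 10 genes with the most reads took between 3.95% and 5.30% of the reads of an eUB library and between 3.38% and 3.98% of those of an E11.5 UB library. The sample labels differ among themselves on the age of the ex-fetu UB cells: the samples titled E11.5 give E12.5 as the source of the cells, and the samples titled E12.5 give E11.5. The titles were used, since the columns of Supplementary Fig. L1 carry them. Genes with at least 1 normalised CPM in at least 4 of the 8 libraries were tested with limma (empirical Bayes with a mean-variance trend) on log2(normalised CPM + 1), and p-values were adjusted by the Benjamini-Hochberg method. Log2 fold changes are on this scale, which understates the change of genes with low values.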

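Of the 13956 genes tested between eUB and E11.5 UB cells, 8445 had an adjusted p-value under 0.05, of which 4474 were higher and 3971 lower in eUBs. The median size of the log2 fold change over all genes tested was 0.41; of the 8445 genes, 2287 had a size above 1 and 111 above 3. Requiring a log2 fold change above 1 in the test itself (limma's treat) moved the count most, to 979 genes. edgeR's quasi-likelihood test on the recovered reads called 8520 genes. The smallest p-values among the genes higher in eUBs were those of *Lmx1a*, *Stc1* and *Zic1*. *Lmx1a* (ENSMUSG00000026686, chromosome 1, 167689237 to 167848741), which encodes a LIM homeobox transcription factor, was at 134 ± 11.0 normalised CPM (SD, n = 4) in eUBs and 0.355 ± 0.272 (SD, n = 4) in E11.5 UBs, a log2 fold change of 6.65 (standard error 0.14, limma adjusted p = 3.6e-09). *Stc1* (ENSMUSG00000014813, chromosome 14, 69029238 to 69041804), which encodes a secreted glycoprotein, was at 172 ± 17.3 and 6.53 ± 0.824, a log2 fold change of 4.52 (standard error 0.10, limma adjusted p = 5.1e-09). *Zic1* (ENSMUSG00000032368, chromosome 9, 91358058 to 91365810), a zinc finger gene that shares 60 exonic bases with *Zic4* on the opposite strand, was at 29.4 ± 3.91 in eUBs and listed at 0 in all 4 E11.5 UB libraries (limma adjusted p = 5.1e-09). The smallest p-values among the genes lower in eUBs were those of *Grb10*, *Gm10260* and *Gm13394*. *Grb10* (ENSMUSG00000020176, chromosome 11, 11930508 to 12038683), which encodes a growth factor receptor adaptor, was at 0.866 ± 0.338 in eUBs and 1001 ± 68.6 in E11.5 UBs, a log2 fold change of -9.09 (standard error 0.13, limma adjusted p = 1.8e-10). *Gm10260* (ENSMUSG00000069117, chromosome 13, 97760072 to 97760632) was at 0.518 ± 0.164 and 191 ± 12.8, a log2 fold change of -6.99 (standard error 0.10, limma adjusted p = 1.8e-10). Its transcript is 99.1% identical to that of *Rps18*, and how reads were assigned between them is not stated, so its value is uncertain. *Gm13394* (ENSMUSG00000083773, chromosome 2, 28933610 to 28934609), a processed pseudogene 99.9% identical to *Gapdh* and uncertain for the same reason, was at 3.15 ± 1.04 and 324 ± 12.5, a log2 fold change of -6.32 (standard error 0.15, limma adjusted p = 5.1e-09). In each of these 6 genes the eUB and E11.5 UB libraries did not overlap.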

The 50 most differentially expressed genes are shown in Supplementary Fig. L1. Clearly the difference between ES-derived eUB cells and ex-fetu UB cells dominates over variation between samples of the same cell type. 

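Over the 13956 genes tested, 80.2% of the variance of the log2 values lay between the eUB and E11.5 UB groups and 19.8% within them. None of the other splits of the 8 libraries into 4 and 4 placed more than 26.5% of the variance between its groups (exact permutation test over 35 splits, p = 0.0286, the smallest p that 4 samples against 4 allow). The first principal component carried 80.3% of the variance. With each gene scaled to unit variance, the setting that moved this share most, 57.7% lay between the groups. Of the 50 genes of Supplementary Fig. L1, 50 had an adjusted p-value under 0.05 (limma) in the direction of the heat map, and 40 were among the 50 genes with the smallest p-values in the fit used here. In the authors' deposited table, which holds their edgeR comparison, the 50 genes with the smallest p-values are the genes of the figure.

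**Figure D1:**
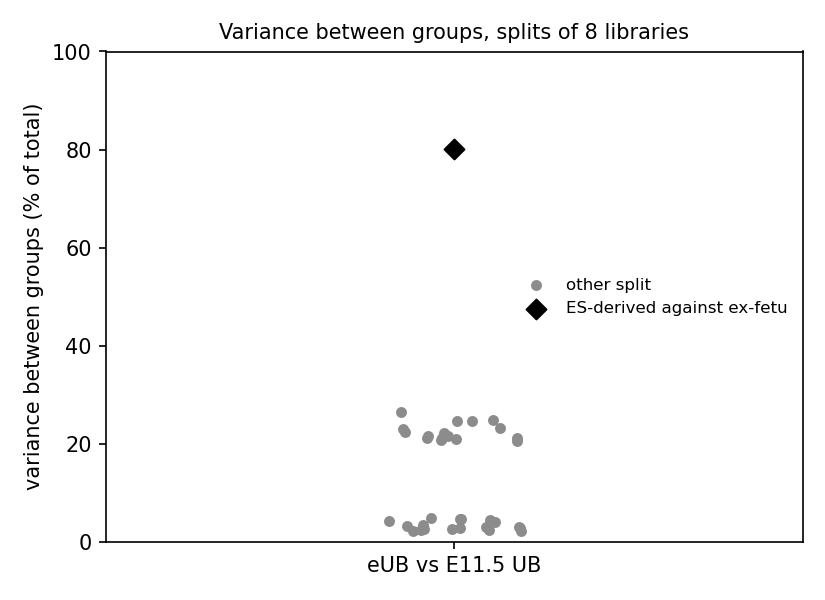
Share of the total variance of log2(normalised CPM + 1) that lies between 2 groups of 4 libraries (vertical axis, % of total), for each of the 35 splits of the 4 eUB and 4 E11.5 UB libraries. The diamond is the split of eUB against ex-fetu UB, at 80.2%, and the grey points are the other splits, the highest at 26.5%; points are spread sideways only for legibility.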

We ran a Geneontology/ Panther analysis of biological processes associated with these most differential genes. The analysis highlighted the processes of morphogenesis, locomotion and signalling as being raised in the eUBs. 

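The Panther search was run by the authors on the genes of Supplementary Fig. L1 and was not repeated here. Of these genes, 25 were higher in eUBs, with log2 fold changes between 1.95 and 4.52 (median 3.20), and 25 were lower, with log2 fold changes between -9.09 and -2.15 (median -3.81). The largest limma adjusted p-value was 4.4e-08 among the 25 higher genes and 4.0e-08 among the 25 lower genes. 3 of the lower genes are annotated as pseudogenes, and none of the higher genes is.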

The most probable reason for this is that eUBs are more tip-like than whole ex-fetu UB. The appearance of *Calb1*, stronger in stalk than tip, in the list of genes less expressed in eUBs than in ex-fetu UBs, supports this interpretation.

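*Calb1* (ENSMUSG00000028222) lies on chromosome 4 of GRCm38 from 15881264 to 15908064 and encodes calbindin. Its expression was 41.4 ± 6.57 normalised CPM (SD, n = 4) in eUBs, with a range from 31.9 to 46.9, and 608 ± 68.8 (SD, n = 4) in E11.5 UBs, with a range from 518 to 686. The log2 fold change was -3.85 (standard error 0.13, limma adjusted p = 2.5e-08), and every eUB library was below every E11.5 UB library (two-sided exact permutation test, p = 0.0286). Under the alternative settings the log2 fold change lay between -4.04 and -3.74, and the largest adjusted p-value was 1.7e-06 (limma). Against the 4 UB samples titled E12.5, the log2 fold change was -3.78 (limma adjusted p = 1.5e-06). The paper proposes that eUBs are more tip-like than whole ex-fetu UBs, as the likeliest cause of the processes raised in its Panther search. It takes the lower level of *Calb1*, which it describes as stronger in stalk than in tip, as support for that reading.

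**Figure D2:**
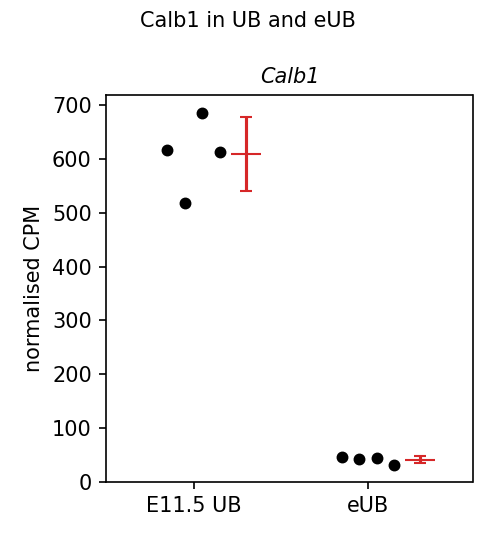
Expression of Calb1 (vertical axis, normalised CPM, from 0) in the 4 E11.5 UB libraries and the 4 eUB libraries. Each point is a library and the red bar is the mean ± SD; the eUB libraries sit between 31.9 and 46.9 and the E11.5 UB libraries between 518 and 686.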

### Production and characterization of mESC-derived nephron- and stromal-progenitors from mESCs

During embryogenesis, intermediate mesoderm gives rise to metanephric mesenchyme in which NP and SP coexist^28^. NP are largely believed to be derived from intermediate mesoderm. The origin of SP is debatable, and some reports suggest a paraxial mesoderm origin^29^. Currently available stem cell differentiation protocols are formulated for generating NP from intermediate mesoderm cells, though a small population of stromal like cells are also observed in these differentiation protocols^14,30^. Activin, WNT and BMP signalling are commonly used to control differentiation^31^, and can also induce mesoderm progenitor cells at a different concentration^32^. We were interested in having both mESC-derived nephron and stromal progenitors (iNP and iSP) at almost equal proportions in the same culture, and for this purpose we modified an existing method^6,14^ by adjusting Activin A and BMP4 concentration during the initial steps (Supplementary Fig. 1a, Supplementary Fig. 1c).

By the end of the differentiation process (approximately 228 h), embryoid bodies (EBs) had grown extensively, acquired a granular appearance (Fig. 2a), and had mESC-derived endothelial cells (CD31-positive cells), ureteric bud cells (CK8 +), nephron progenitors (SIX2 +) and stromal progenitors (MEIS1 +) (Fig. 2b) [*n* = 5/5, 100% had these features; CI: 90% to 100%]. We refer these mESC-derived nephron and stromal progenitors as induced nephron progenitors (iNP) and induced stromal progenitors (iSP) respectively.

**Figure 2:**
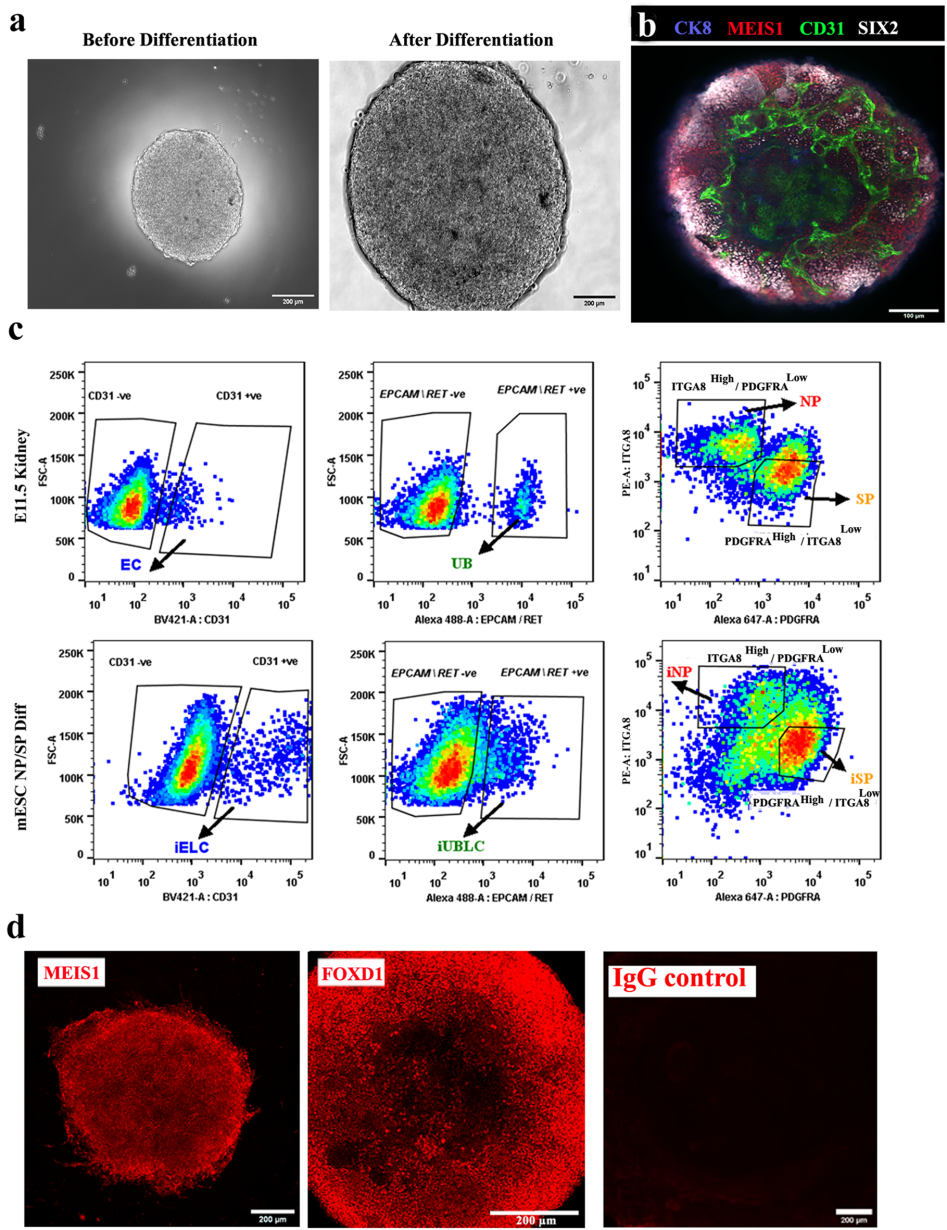
Differentiation of mESC to nephron and stromal progenitors (iNP, iSP). (**a**) Representative images of embryoid bodies before (48 h) and after differentiation (228 h). Scale bar, 200 µm. (**b**) Immunostaining for endothelial (CD31), ureteric bud (CK8), nephron progenitor (SIX2) and stromal progenitors (MEIS1) in differentiated embryoid bodies. *n* = 5/5. Scale bar, 100 µm. (**c**) Representative flow cytometry data of E11.5 kidney and differentiated embryoid bodies (mESC NP/SP Diff) showing the ITGA8^high^/PDGFRA^low^ gate for NP/iNP cells and the INTGA8^low^ / PDGFRA^high^ gate for SP/iSP) cells. Ureteric bud (EpCAM/RET + ve) and endothelial cells (CD31) were negatively gated before sorting NP/iNP and SP/iSP cells. Abbreviations: EC: endothelial cells, UB: ureteric bud, iELC: induced endothelial like cells, eUBLC: engineered ureteric bud like cells. (**d**) Immunostaining for MEIS1 and FOXD1 in sorted iSP cells. *n* = 3/3. Scale bar, 200 µm.

Our initial intention had been to obtain pure populations of iNP and iSP, or of their ex-fetu equivalents by cell sorting, based on the expression of ITGA8 and PDGFRA^6^. In this study, ITGA8^High^/PDGFRA^Low^ cells were considered to be nephron progenitors (NP/iNP), as reported before ^6,33,34^. PDGFRA expressing cells have been considered stromal progenitors in previous studies^6,35^. Considering the diversity of stromal cells^36,37^, we selected only the densest sub-population of PDGFRA^+ve^ cells (ITGA8^Low^/PDGFRA^High^) to reduce variability between cultures, and provisionally called them stromal progenitors (SP/iSP) (Fig. 2c).

To avoid potential contamination by UB (ex-fetu or mESC-derived), we sought a sorting (exclusion) antibody for these cells. EPCAM is an epithelial-specific adhesion molecule and had been reported to be expressed only in the UB at these stages of development^38^. We confirmed this restricted expression in E12.5 kidney and differentiated EBs (Supplementary Fig. 1d). During sorting, cells were negatively gated for CD31 and EpCAM/RET, before the remaining NP/iNP and SP/iSP population was separated on the basis of ITGA8 and PDGFRA (Fig. 2c, Supplementary Fig. 1e). Such sorted cells from E11.5 embryo (Supplementary Fig. 2a), E12.5 embryo (Supplementary Fig. 2b) and from differentiated EBs (Fig. 3) were devoid of any detectable endothelial or UB/ eUB contaminations. Sorted iSP cells were positive for FOXD1 and MEIS1 (Fig. 2d) [*n* = 3/3, 100% positive; CI: 83% to 100%]. The percentage of iNP and iSP obtained varied between differentiation batches (iNP: 15–40%, iSP: 40–70%, *n* = 24).

**Figure 3:**
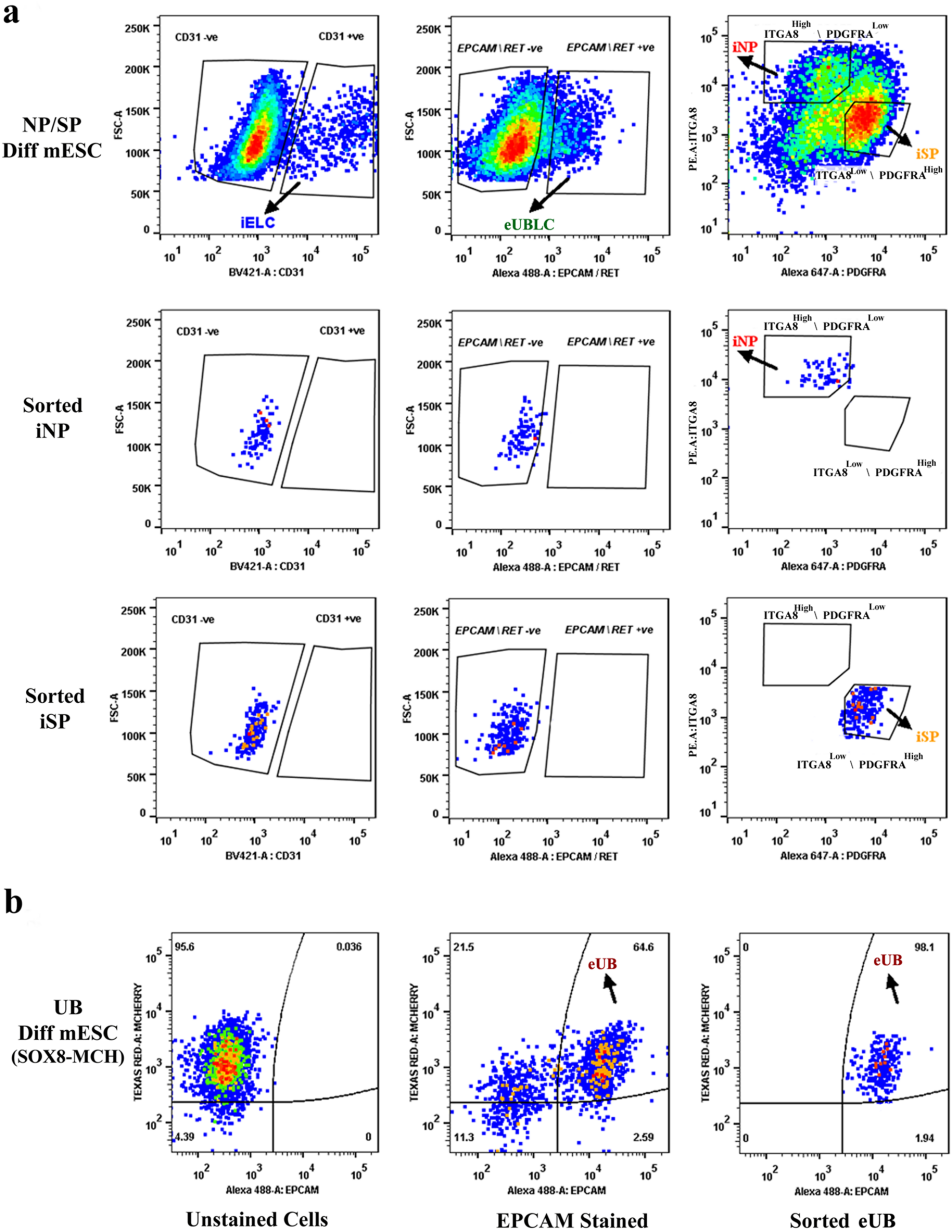
Purity of sorted progenitors from differentiated mESC cells. The top 3 rows refer to embryoid bodies differentiated towards iNP/ iSP cells and the bottom row refers to those differentiated towards eUB. (**a**) The top row shows profiles of unsorted iNP/ iSP-differentiated mESC with respect to the endothelial marker CD31, the ureteric bud markers EpCAM/RET, and the sorting profile based on ITGA8 and PDGFRA. The other rows show post-sorting populations of iNP and iSP: it can be seen that they are free from endothelial (iELC: induced endothelial-like cells) and ureteric bud (eUBLC: engineered ureteric bud like cells) contamination. (**b**) shows the staining profile of eUB-differentiated embryoid bodies with respect to SOX8-mCherry and EpCAM, the sorting profile, and the purity of the resultant sorted cells.

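Stromal and nephron progenitors were sequenced as 4 iSP, 4 iNP, 4 ex-fetu E11.5 SP and 4 ex-fetu E11.5 NP samples, with 4 further samples each of ex-fetu SP and NP cells from E12.5 kidneys. Cells high in ITGA8 and low in PDGFRA were sorted as NP or iNP, and cells low in ITGA8 and high in PDGFRA as SP or iSP; the iSP and iNP cells came from E14 mESC. A sample was a pool of the kidneys of a litter or of a batch of embryoid bodies, and the libraries were prepared and their values normalised as for the UB samples. The reads counted on genes numbered 21.0 to 29.4 M in the iSP libraries (median 27.1 M), 26.5 to 43.1 M in the E11.5 SP libraries (median 36.2 M), 27.1 to 42.3 M in the iNP libraries (median 30.9 M) and 24.0 to 30.3 M in the E11.5 NP libraries (median 27.8 M). The value of 3 reads was between 0.101 and 0.145 normalised CPM in iSP, 0.0729 and 0.119 in E11.5 SP, 0.0683 and 0.106 in iNP, and 0.101 and 0.128 in E11.5 NP libraries. The 10 genes with the most reads took at most 5.65% of the reads of an iSP library and 5.40% of those of an iNP library, and at most 4.29% in E11.5 SP and 4.17% in E11.5 NP libraries. Each ES-derived group was compared with the E11.5 group of its cell type, 4 libraries against 4, with the filter, scale and test used for eUBs.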

Differences between mESC-derived iNPs and iSPs and their ex-fetu counterparts were analysed by RNA sequencing. 

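Between iSP and E11.5 SP cells 13916 genes were tested, and 9411 had an adjusted p-value under 0.05 (limma), 4943 of them higher and 4468 lower in iSP cells. The median size of the log2 fold change was 0.54 over all genes tested, and 3261 of the 9411 genes were above 1 and 182 above 3. A test against a log2 fold change of 1 or less called 1449 genes. The samples of both groups carry the replicate numbers 1 to 4; libraries with the same number deviated from their group means with a mean correlation of 0.131 across genes, and with the replicate number as a block 9397 genes were called. The genes higher in iSP cells with the smallest p-values were *Zic1*, *Rps13-ps1* and *Lhx2*. *Zic1* was at 233 ± 14.3 normalised CPM (SD, n = 4) in iSP and 0.0933 ± 0.142 (SD, n = 4) in E11.5 SP cells, with a log2 fold change of 7.75 (standard error 0.11, limma adjusted p = 6.5e-10). *Rps13-ps1* (ENSMUSG00000066362, chromosome 8, 87047689 to 87048226) is a processed pseudogene 99.6% identical to *Rps13*, which makes its count uncertain; it was at 104 ± 12.3 and 0.224 ± 0.109, with a log2 fold change of 6.41 (standard error 0.12, limma adjusted p = 1.9e-09). *Lhx2* (ENSMUSG00000000247, chromosome 2, 38339281 to 38369733), a LIM homeobox gene, was at 86.3 ± 7.03 and 0.561 ± 0.357, with a log2 fold change of 5.83 (standard error 0.16, limma adjusted p = 1.7e-08). Among the genes lower in iSP cells, *Plagl1*, *Peg13* and *Klf6* had the smallest p-values. *Peg13* (ENSMUSG00000106847, chromosome 15, 72805600 to 72810324), annotated as a sense intronic RNA, was at 0.107 ± 0.106 in iSP and 51.9 ± 4.10 in E11.5 SP cells, with a log2 fold change of -5.58 (standard error 0.11, limma adjusted p = 2.8e-09). *Klf6* (ENSMUSG00000000078, chromosome 13, 5861482 to 5870394), a Krüppel-like factor gene, was at 20.7 ± 1.75 and 383 ± 20.3, with a log2 fold change of -4.15 (standard error 0.08, limma adjusted p = 2.8e-09). The iSP and E11.5 SP libraries did not overlap in any of these genes.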

Supplementary Fig. L2 shows the 50 most differentially expressed genes in an iSP/ SP comparison. 

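For the iSP and E11.5 SP libraries, 83.1% of the variance over the tested genes lay between the groups and 16.9% within them. The largest share that another of the 35 splits reached was 28.3% (exact permutation test, p = 0.0286), and the first principal component carried 83.5%.

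**Figure D3:**
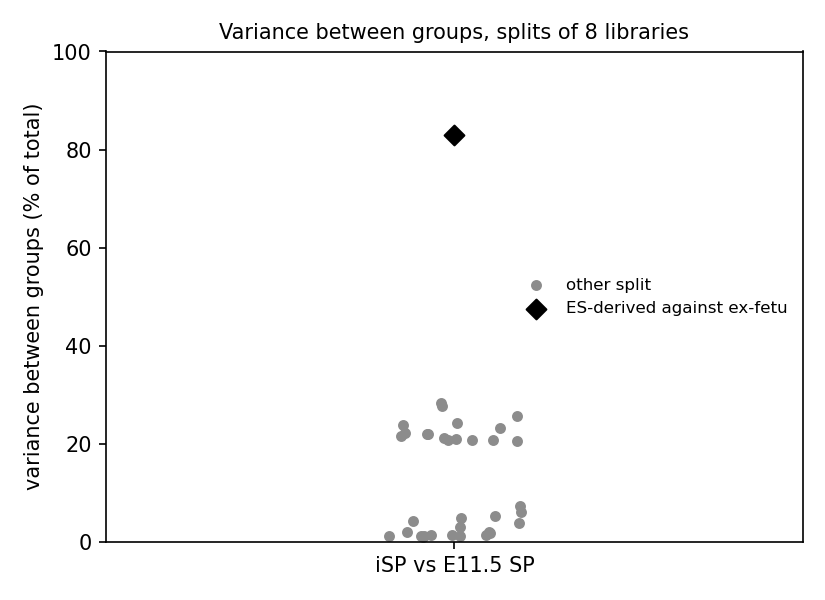
Variance between 2 groups of 4 libraries as a share of the total variance of log2(normalised CPM + 1) (vertical axis, %), for the 35 splits of the 4 iSP and 4 E11.5 SP libraries. The diamond, at 83.1%, is iSP against ex-fetu SP; the grey points are the other splits, at most 28.3%, spread sideways for legibility.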

As for UB, the difference between ES-derived iSP cells and ex-fetu SP cells dominates over variation between samples of the same cell type. A Geneontology/ Panther analysis of biological processes associated with these most differential genes highlights the processes of hexose synthesis, muscle differentiation, and stress. It is interesting to note that hexose-induced stress accelerates muscle differentiation^39^, so these data may imply a different rate of progress or place on the pathway towards myogensis, which is one natural fate of stroma. 

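All 50 genes of Supplementary Fig. L2 were called in the direction shown (limma, largest adjusted p = 9.6e-08), and 40 of them were among the 50 smallest p-values here, or 35 with the replicate number as a block. Of these 50 genes, 12 were higher in iSP cells, with log2 fold changes between 2.65 and 6.41 (median 3.59), and 38 were higher in ex-fetu SP cells, with log2 fold changes between -8.10 and -2.21 (median -3.70). Annotated pseudogenes made up 3 of the 12 and 2 of the 38. The Panther search on these genes is the authors' and was not repeated.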

The ex-fetu cells expressed higher levels of genes annotated to muscle differentiation (specifically *Plagl1*, *Maff*, *Atf*3 and *Klf5*) than the iSP cells. 

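*Plagl1* (ENSMUSG00000019817, chromosome 10, 13060504 to 13131694), which encodes a zinc finger transcription factor, was at 0.201 ± 0.118 normalised CPM (SD, n = 4) in iSP cells, between 0.107 and 0.369, and at 331 ± 62.9 (SD, n = 4) in E11.5 SP cells, between 274 and 409. Its log2 fold change was -8.10 (standard error 0.14, limma adjusted p = 1.9e-09). *Maff* (ENSMUSG00000042622, chromosome 15, 79346621 to 79359076), a basic leucine zipper gene, was at 11.1 ± 1.09 and 320 ± 31.1, a log2 fold change of -4.73 (standard error 0.10, limma adjusted p = 3.5e-09). The gene that the text writes as *Atf*3 is listed as *Atf3* (ENSMUSG00000026628, chromosome 1, 191170296 to 191218039); it was at 2.88 ± 0.338 and 178 ± 38.1, a log2 fold change of -5.51 (standard error 0.15, limma adjusted p = 1.7e-08). *Klf5* (ENSMUSG00000005148, chromosome 14, 99298691 to 99315036) was at 0.819 ± 0.100 and 41.8 ± 4.09, a log2 fold change of -4.55 (standard error 0.11, limma adjusted p = 6.9e-09). In all 4 genes each iSP library was below each E11.5 SP library (two-sided exact permutation test, p = 0.0286 for each gene). With the replicate number as a block the limma adjusted p-values were 3.2e-06 for *Plagl1*, 3.2e-06 for *Maff*, 6.0e-06 for *Atf3* and 5.9e-06 for *Klf5*, the largest of any alternative setting. The paper names these genes as annotated to muscle differentiation; from the processes in its Panther search and a link of hexose-induced stress to muscle differentiation it reasons that iSP and ex-fetu SP cells may differ in their rate of progress, or their place, on the way to myogenesis, a natural fate of stroma.

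**Figure D4:**
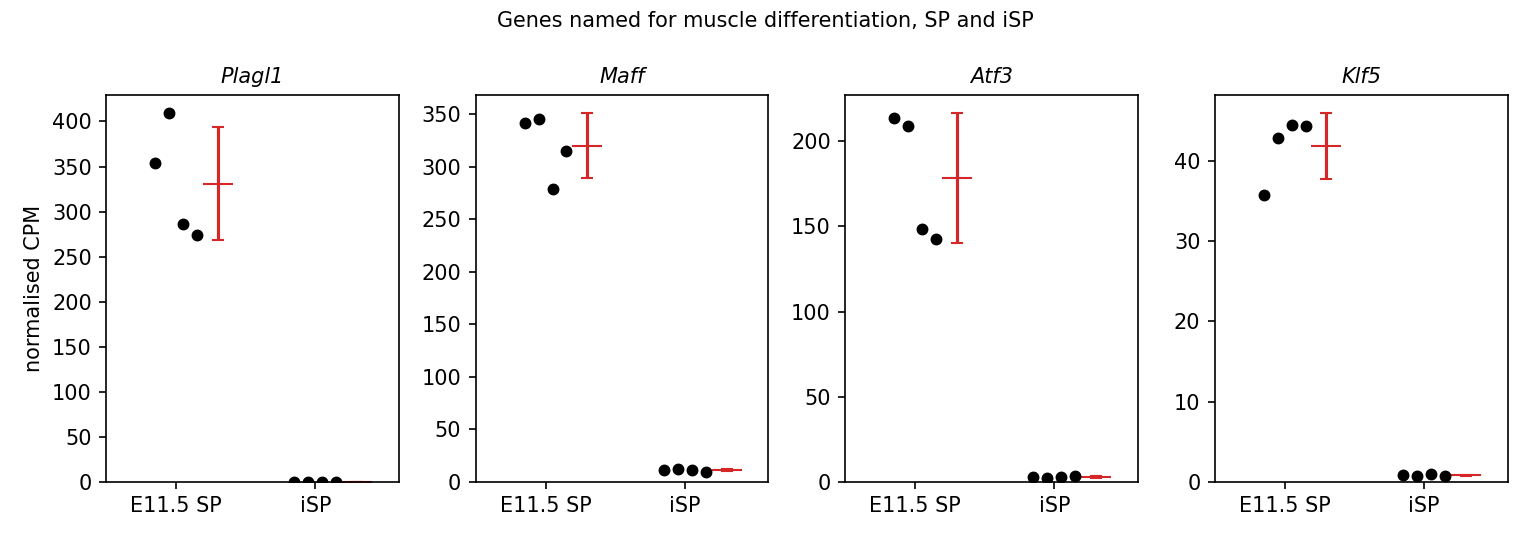
Expression of Plagl1, Maff, Atf3 and Klf5 (vertical axes, normalised CPM, each from 0 with its own scale) in the 4 E11.5 SP libraries and the 4 iSP libraries. Points are libraries and red bars the mean ± SD; for Plagl1 the iSP libraries sit between 0.107 and 0.369 and the E11.5 SP libraries between 274 and 409.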

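In the comparison of iNP with E11.5 NP cells, 9102 of 14064 genes tested had an adjusted p-value under 0.05 (limma): 4995 were higher and 4107 lower in iNP cells. Over all genes tested the median size of the log2 fold change was 0.53; 3185 of the 9102 genes exceeded 1 and 159 exceeded 3. 1260 genes passed a test against a log2 fold change of at most 1. Of the variance of the log2 values, 81.9% lay between the iNP and E11.5 NP groups, while no other split of the 8 libraries exceeded 24.4% (exact permutation test, p = 0.0286). *Slc2a3* (ENSMUSG00000003153, chromosome 6, 122727809 to 122801640), a glucose transporter gene, was at 441 ± 36.9 normalised CPM (SD, n = 4) in iNP and 3.10 ± 0.698 (SD, n = 4) in E11.5 NP cells, with a log2 fold change of 6.76 (standard error 0.13, limma adjusted p = 1.3e-09). *Egln3* (ENSMUSG00000035105, chromosome 12, 54178981 to 54203860), which encodes a prolyl hydroxylase, was at 72.5 ± 4.12 and 1.65 ± 0.0926, with a log2 fold change of 4.79 (standard error 0.10, limma adjusted p = 1.4e-09). *Ftl2-ps* (ENSMUSG00000082062, chromosome 4, 125504288 to 125504839), a processed ferritin pseudogene for which 5 other genes are at least 95% identical and whose count is therefore uncertain, was at 140 ± 27.8 and 0.114 ± 0.0577, with a log2 fold change of 6.97 (standard error 0.14, limma adjusted p = 1.4e-09). These were the genes with the smallest p-values among those higher in iNP cells; among those lower they were *Gm10260*, *Nnat* and *H19*. *Gm10260*, close in sequence to *Rps18*, was at 1.11 ± 0.0766 in iNP and 214 ± 12.0 in E11.5 NP cells, with a log2 fold change of -6.67 (standard error 0.09, limma adjusted p = 1.8e-10). *Nnat* (ENSMUSG00000067786, chromosome 2, 157560078 to 157562522), which encodes neuronatin, was at 1.96 ± 0.324 and 236 ± 14.3, with a log2 fold change of -6.33 (standard error 0.11, limma adjusted p = 7.4e-10). *H19* (ENSMUSG00000000031, chromosome 7, 142575529 to 142578143), annotated as a lincRNA, was at 25.1 ± 5.98 and 2941 ± 220, with a log2 fold change of -6.84 (standard error 0.16, limma adjusted p = 3.6e-09).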

Supplementary Fig. L3 shows the 50 most differentially expressed genes in an iNP/ NP comparison: here there were no statistically significant results in a Geneontology/ Panther search for biological processes associated with differences.

### UB tips cooperate with sorted NP and SP cells to form embryonic kidney like higher order ex fetu organoids

Our eUBs have entirely tip character, which makes them different from natural UBs. It is not known whether initial tip-stalk asymmetry of an UB is required for the organotypic anatomy of kidney organoids. To test this, we conducted the experiment depicted in Fig. 4a, with criteria for success explained in Fig. 4b. We initially tested ex-fetu NP and SP cell numbers/ratios ranging from 25,000 to 50,000 from both E12.5 and E13.5 embryos for their ability to form organoids. Since 35,000 of both cell types (from E12.5 embryos) worked well for us, this combination was used for all further experiments of this type. Aggregates of ex-fetu NP and SP cells with no UB failed to form anything recognizably kidney-like and died, as expected^40^ (Supplementary Fig. 3a) [*n* = 0/4, 0% made kidney-like organoids; CI: 0% to 13%]. Both ‘tip’ and ‘whole UB’ were able to form ex-fetu organoids with the mixed ex-fetu NP and SP cells, and the morphology of organoids formed was similar in bright-field microscopy, irrespective of whether the tip or the whole ex-fetu UB was used for aggregation (Fig. 4c 1). Both types of organoid had a single, branched ureteric bud tree (pan-cytokeratin, PCK and cytokeratin, CK8); proximal tubules (jagged 1); glomeruli (WT1); podocytes (podocalyxin); and endothelial cells (CD31) (Fig. 4c 2) [*n* = 4/4, 100% organoids showed these features; CI: 88% to 100%]. Nephrogenesis and endothelial cell formation was not affected by the choice of UB part. However, when whole ex-fetu UB was used, it formed a less dense tree than when tip was used (Fig. 4c 3). The ureteric bud tree formed had a more kidney-like shape (Fig. 4c 2,3) with the trunk expressing uroplakin (Fig. 4c 4) [*n* = 3/3, 100% positive; CI: 83% to 100%], showing its differentiation towards ureter.

**Figure 4:**
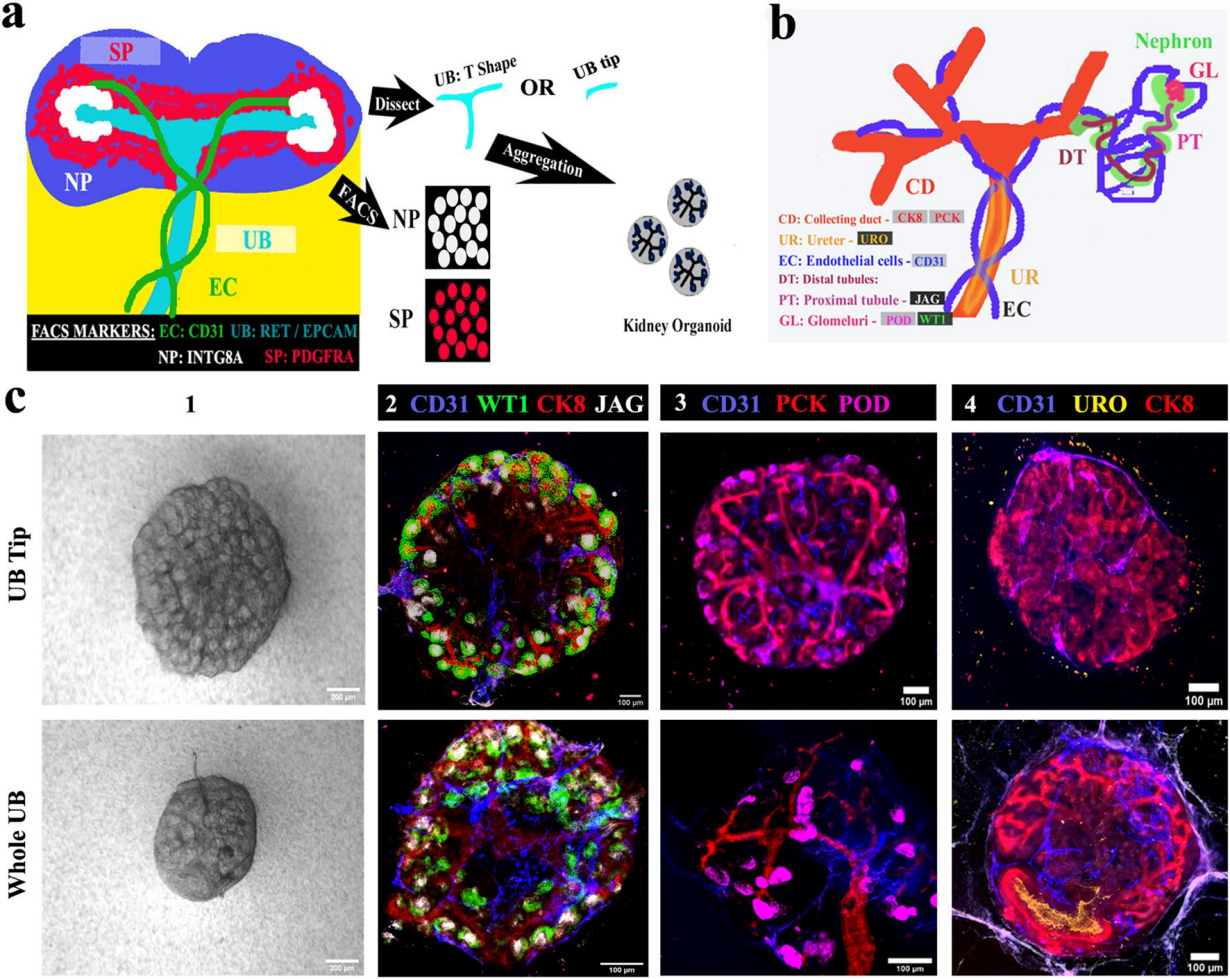
Ureteric bud tips contribute to ex-fetu organoids. (**a**) Schematic of the experiment: sorted nephron progenitor (NP) and stromal progenitors (SP) were aggregated with either whole UB (T shape) or UB tip. (**b**) Schematic summary of the natural expression of markers used in C. (**c**) (1) Bright field and (2–4) immunofluorescence images showing arborization of UB and formation of nephrons and epithelia, whether the organoids began with an intact UB or a UB tip. Scale bar, 200 µm for bright field images and others 100 µm. CD31: Platelet endothelial cell adhesion molecule, CK8: cytokeratin 8, WTI: Wilms tumor 1, JAG: jagged1, PCK: pan-cytokeratin, POD: podocalyxin, URO: uroplakin. Images are representative of at least three different experiments.

### Separate testing of eUB and iSP cells in combination with embryo-derived components

As an important quality control step, we verified the behaviour of our mESC-derived eUB and iSP in combination with ex-fetu renal progenitor tissues obtained directly from mouse embryos. The experiment is represented schematically in Fig. 5a. Chimeric organoids were generated by aggregating a mouse ex-fetu UB (T shape) or an eUB with one of the following combinations: NP & iSP cells (UB + NP + iSP); eUB, NP & SP (eUB + NP + SP) and eUB, NP & iSP (eUB + NP + iSP). The chimeric organoids were evaluated by cell-type-specific marker expression. A diagram of the expression of these markers in a normal embryonic kidney is provided in Fig. 5b.

**Figure 5:**
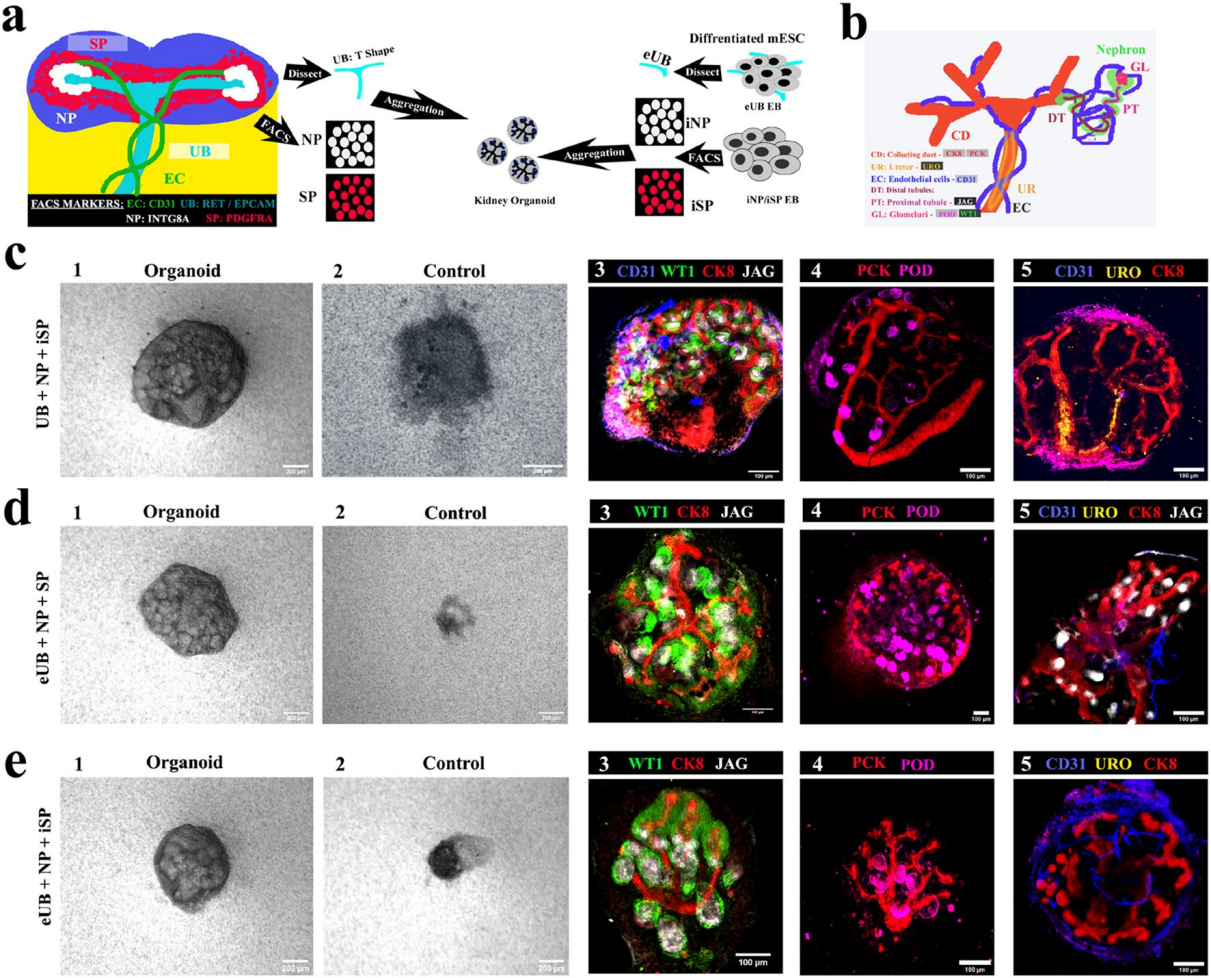
Testing mESC-derived components in chimaeric organoids. (**a**) Schematic of the experiment. (**b**) Schematic summary of natural expression of markers used in C-E. (**c**) Chimaeric organoids formed by aggregating whole UB (T shape) with sorted nephron progenitor (NP) and induced stromal cells (iSP) [UB + NP + iSP]. (**d**) Chimeric organoids formed by aggregating eUB with sorted nephron progenitor (NP) and induced stromal cells (SP) [eUB + NP + SP]. (**e**) Chimeric organoids formed by aggregating eUB with sorted nephron progenitor (NP) and induced stromal cells (iSP) [eUB + NP + iSP]. Representative bright field (first two images) and immunostaining images are shown. In all cases the ureteric bud (UB/eUB) arborized and all other components developed, but only the UB formed a ureter-type exit tube extending beyond the kidney (c4). Controls are aggregates without either eUB or UB. Scale bar, 200 µm for bright field images and 100 µm for fluorescence images. Abbreviations: CD31: platelet endothelial cell adhesion molecule, CK8: cytokeratin 8, WTI: Wilms tumor 1, JAG: jagged1, PCK: pan-cytokeratin, POD: podocalyxin, URO: uroplakin. Images are representative of at least three different experiments.

In all the combinations that included UB or eUB, cellular aggregates developed to form an organoid (Fig. 5 c1,d1,e1) [n = 15/18, 83% developed; CI: 63% to 100%] while controls without UB/eUB failed to develop and eventually died (Fig. 5c2,d2,e2) [*n* = 0/3, 0% developed; CI: 0% to 17%]. Organoids without iSP showed very much reduced eUB branching (Supplementary Fig. 3c) [*n* = 0/3, 0% branched normally; CI: 0% to 17%], and so were not further evaluated.

In all chimeric organoids, a single, branched, pan-cytokeratin + , cytokeratin 8 + ureteric bud tree was observed (Fig. 5c–e). On day 2, SIX2 + NPs had coalesced around branch tips (Supplementary Fig. 3b 1) [*n* = 3/3, 100% showed this; CI: 83% to 100%]. By day 3–4 they underwent nephrogenesis to form WT1 + and jagged1 + tubules (S-shaped bodies) (Fig. 5c3–e3, Supplementary Fig. 3b 2) [*n* = 3/3, 100% showed nephrogenesis; CI: 83% to 100%]. Organoids also showed CD31 + endothelial cells and podocalyxin + podocytes by day 5 (Fig. 5 c4-e5, Supplementary Fig. 3b 3) [*n* = 3/3, 100% positive; CI: 83% to 100%].

Chimeric organoids generated using mouse ex-fetu UB showed UB branching in the kidney (Fig. 4c) with the trunk extending out from the kidney as a ureter, expressing uroplakin (Fig. 5 c5, See Supplementary Video 1 online) [*n* = 4/4, 100% uroplakin + ; CI: 88% to 100%], showing trunk differentiation towards ureter. However, organoids generated using eUB (eUB + NP + SP and eUB + NP + iSP) had crowded branches and showed no detectable uroplakin expression (Fig. 5 d5 & e5, See Supplementary Videos 2 & 3 online) [*n* = 0/4, 0% uroplakin + ; CI: 0% to 13%].

### Higher-order kidney organoids generated solely using mESC derived cells

The above sections were effectively quality-control steps toward our overall aim, to produce kidney organoids arranged around a single ureteric bud tree, entirely from mESC.

In all-mESC organoids, eUBs underwent branching morphogenesis within the aggregate [n = 15/18, 83% branched; CI: 63% to100%] while control cellular aggregates without an eUB failed to develop and eventually died (Fig. 6a) [*n* = 0/3, 0% survival; CI: 0% to 17%]. Nephrogenesis occurred and WT1 + and jagged1 + tubules (similar to S-shaped bodies) were observed by day 3 near the CK8 + ureteric bud tree tips (Fig. 6b) [*n* = 4/4, 100% showed nephrogenesis; CI: 88% to 100%], which later developed to form a single ureteric bud tree (Fig. 6c, See Supplementary Video 4 online) [*n* = 3/3, 100% made a single tree; CI: 83% to 100%]. By day 10, organoids showed the formation of more mature nephrons, with podocalyxin + podocytes, jagged1 + proximal tubules and NKCC2 + distal tubules (Fig. 6d, See Supplementary Video 5 online) [*n* = 4/4, 100% positive expression; CI: 88% to 100%]. The ureteric bud tree showed no expression of uroplakin (Fig. 6e) [*n* = 0/6, 0% showed uroplakin; CI: 0% to 8%].

**Figure 6:**
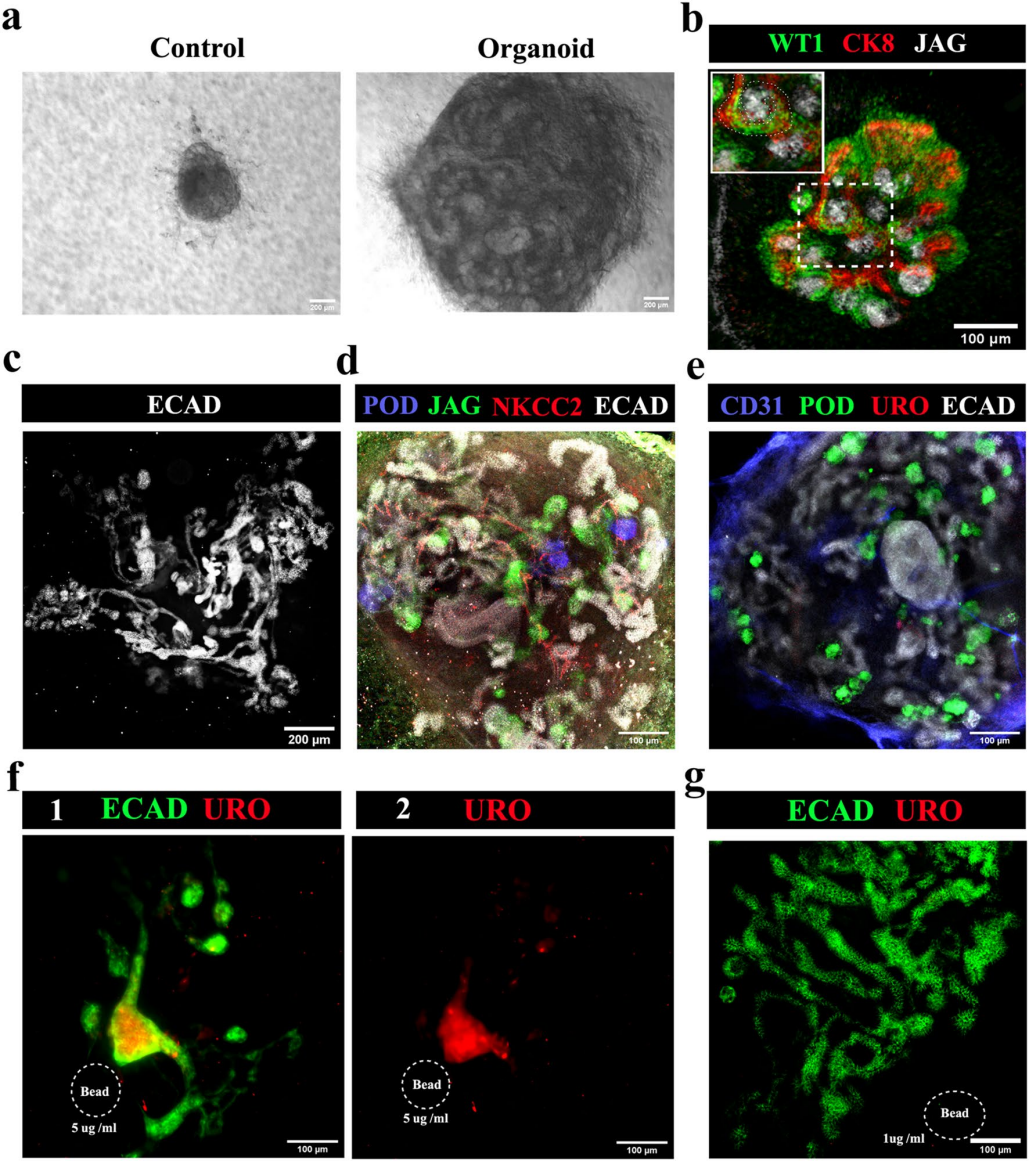
All-mESC organoids form nephrons connected to a ureteric bud/ collecting duct tree. (**a**) Bright field images of all-mESC-derived organoids, the control being an aggregate of iNP and iSP cells with no eUB: the iNP + iSP + eUB organoids grew (*n* = 15/18) while the controls did not (*n* = 0/3). Scale bar, 200 µm. (**b**) Early nephrogenesis around eUB branch tips at day 3 [an S shaped body is marked by a dotted line in the inset image] (*n* = 4/4), which grew and formed (**c**) a single connected ureteric bud-nephron tree structure by day 7 (*n* = 4/4). Scale bar: (**b**) 100 µm, (**c**) 200 µm. (**d**) Full-length nephron formation with podocytes, proximal tubules and distal tubules (n = 4/4); and (**e**) no uroplakin-positive ureter formation (*n* = 0/6) at day 10. Scale bar, 100 µm. (**f**) Uroplakin-positive ureter-like structure formation in the organoids induced by BMP4-soaked beads (5 µg /ml). Collecting duct-nephron tree is stained for ECAD. (1) Merged and (2) uroplakin channel images are shown. *n* = 2/6. Scale bar, 100 µm. (**g**) The lower concentration of BMP4 (1 µg/ml) did not induce uroplakin-positive structures (*n* = 4/4). Abbreviations: POD: podocalyxin (podocyte marker), JAG: jagged1 (proximal tubule marker), NKCC2: Na–K–Cl cotransporter 2 (distal tubular marker), ECAD: E cadherin (ureteric bud/distal tubular marker), CD31: platelet endothelial cell adhesion molecule (endothelial cells marker), URO: uroplakin (ureter marker), CK8: cytokeratin 8 (ureteric bud marker), WT1: Wilms Tumour 1 (podocyte/cap mesenchyme marker).

To induce ureter formation, BMP4 soaked beads (5 µg/ml) were placed near the eUB branching structure, close to one branch. They inhibited branching near the bead and induced uroplakin expression. (Fig. 6f) [*n* = 2/6, 33% uroplakin expression; CI: 0% to 80%]. A lower concentration of BMP4 (1 µg/ml) did not affect the branching or induce uroplakin (Fig. 6g) [*n* = 4/4, 100% normal branching; CI: 88% to100%], while a higher concentration (15 µg/ml) completely destroyed organoid formation [*n* = 4/4, 100% inhibition of organoid formation; CI: 88% to100%] (data not shown).

All-mESC-derived organoids showed CD31 + endothelia close to the eUB by day 2. The endothelial population grew extensively and appeared to shadow ureteric bud branches (Fig. 7a), as in natural development^41^. By day 6 the endothelial cells formed a network (Fig. 7a) [*n* = 3/3, 100% showed a network; CI: 83% to 100%] and, by day 10, this extended to reach (within the resolution of the light microscopy used) the tight groups of podocytes (podocyte cluster) at the proximal end of nephrons (Fig. 7b, See Supplementary Video 6 online) [*n* = 4/4 organoids, 100% of organoids showed approach of endothelia to 'podocyte clusters'; CI: 88% to 100%]. Within each organoid 88% ± 7% of the total 'podocyte clusters' were approached closely by branches of the endothelial network] (Supplementary Video 7 online) [*n* = 6/6, 100%; CI: 92% to 100%]. Organoids made using passage 2 eUBs showed similar results (Fig. 7a&b) [*n* = 4/4 organoids, 100% showed approach of endothelia to 'podocyte clusters'; CI: 88% to 100%]. Within each organoid 81 ± 7% of the total 'podocyte clusters' were approached closely by branches of the endothelial network. The limitations of our light microscopic study mean that we can make no comment on the extent to which endothelia and podocytes might interact to make a glomerular filter.

**Figure 7:**
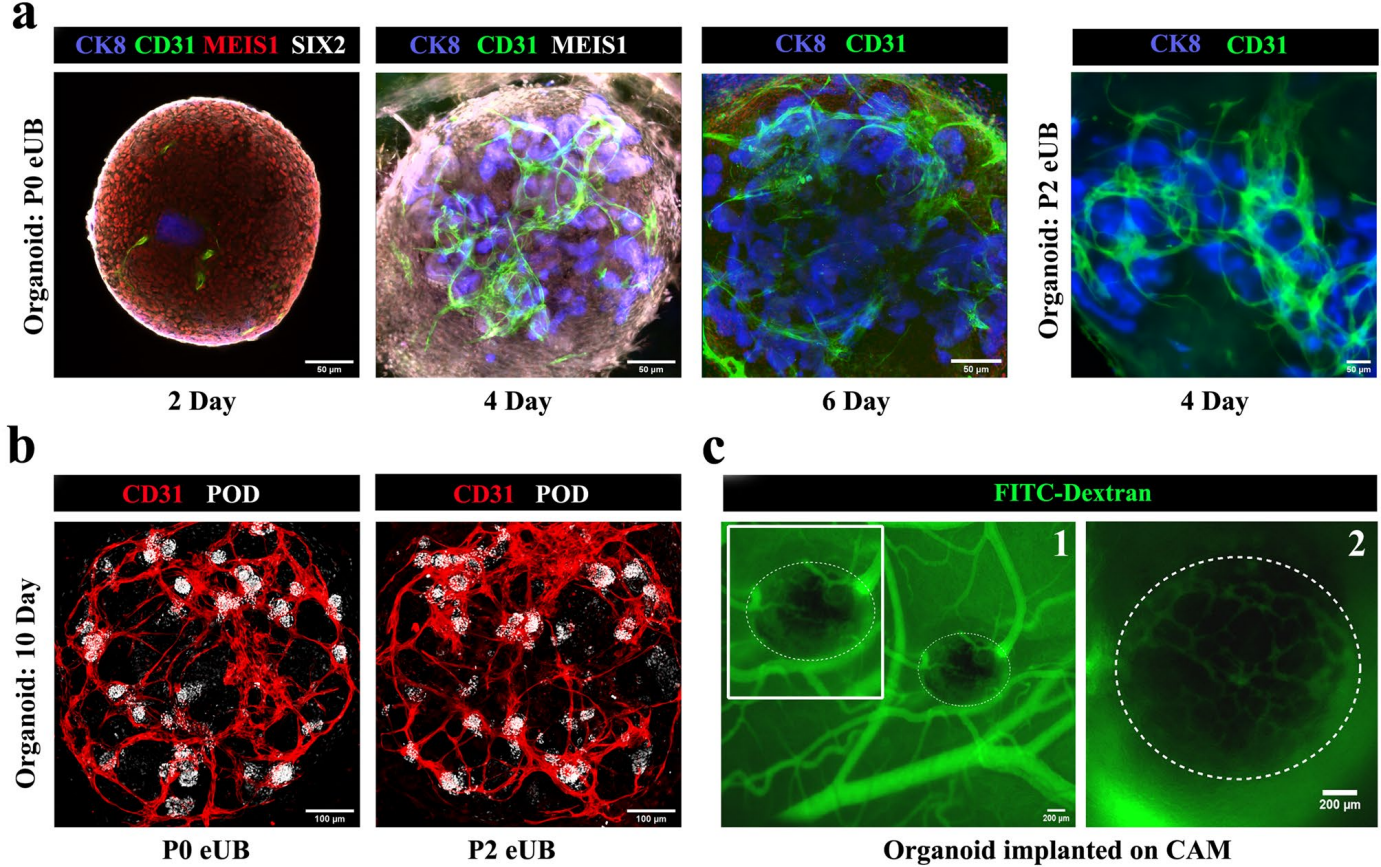
Small blood vessel formation in all-mESC organoid. (**a**) Blood vessel formation and its growth around ureteric bud branches in all-mESC organoids. *n* = 3/3. Scale bar, 50 µm (**b**) Immunostaining shows that vessels extend to the podocytes (white) at the proximal end of nephrons by day 10. Organoids generated using eUBs from differentiated embryoid bodies (Organoid: P0 eUB) and passage 2 eUB (Organoid: P2 eUB) were used for experiments. n = 4/4. Scale bar, 100 µm. (**c**) Fluorescence image of CAM implanted organoid after FITC dextran injection. (1) low and (2) high magnification images are shown. The organoid is marked with doted lines. Inset image shows the zoomed view of the organoid. *n* = 3/5. Scale bar, 200 µm. POD: podocalyxin (podocyte marker), JAG: jagged1 (proximal tubule marker), NKCC2: Na–K-Cl cotransporter 2 (distal tubular marker), ECAD: E cadherin (collecting duct / distal tubular marker), CD31: platelet endothelial cell adhesion molecule (endothelial cells marker), CK8: cytokeratin 8 (collecting duct marker), MEIS1: Meis homeobox 1 (stromal marker), SIX2: Six homeobox 2 (nephron progenitor marker).

To test whether organoids would attract host blood supply on transplantation, experiments were conducted using chicken egg chorioallantoic membranes (CAM). Day 4 all-mESC-derived organoids transplanted on CAM were invaded by chicken blood vessels, as shown by the presence of FITC-dextran injected through the chick vasculature within the transplanted organoids (Fig. 7c) [*n* = 3/5, 60% showed this; CI: 7% to 100%]. Organoids in culture maintained their endothelial networks up to day 10, after which they started to deteriorate.

## Discussion

Existing PSC differentiation methods can generate kidney organoids with many renal cell types, but they lack higher order structures, especially a ureter exit connected to a collecting duct tree^42^. Because of this drawback, organoids generated using existing methods are not suited for transplantation as an organ that produces urine and can drain it efficiently away. That is not to say that organoids have not proved useful. Mouse kidney organoids made from ex-fetu cells have been used to answer developmental questions such as whether nephrons are clonal or not (they are not^43^), the minimum number of cells required for nephrogenesis (about 5000^44^) and whether cells require specific genes such as *Lhx1* to incorporate into nephrons (they do^43^). Mouse kidney organoids made from PSC have been used to answer developmental questions such as whether notch signalling is required for proximal tubule formation (it is^45^), and to model drug-induced nephrotoxicity^45^. Human kidney organoids made from induced pluripotent stem (iPS) cells have been used to model human development^46^, and to model some human kidney pathologies from patient-derived iPS cells^47–49^ and from cells engineered to have genetic defects^48^. They have also been used to investigate critical pathways in renal repair^50^, and to model pathways of drug-induced nephrotoxicity^51^ and to screen for and report nephrotoxicity fluorescently^52^. It is important to note, though, that there are differences between human and mouse development^53^ and caution should be used in extrapolating from one to the other.

Despite the utility of existing organoids mentioned in the foregoing paragraph, anatomical organization of the kidney is critical for the organ to perform its normal physiological functions, primarily filtering blood to make urine and to pass this urine on to the bladder. Our lab has been working towards improving the organ-scale anatomy of organoids for a few years now and we have developed methods of producing kidney organoids that develop around a single ureteric bud/ collecting duct tree from ex-fetu cells^1,2^. Recently, Taguchi and colleagues were able to achieve this higher order organization (around a single collecting duct tree) in chimeric organoids^6^, and they and others^17^ have also made organoids from human iPS cells that represent only the ureteric bud/ collecting duct tree. However, production of a kidney with higher level organization using the Taguchi method relied on ex-fetu stroma and lacked endothelial blood vessels, even to the extent observed in other methods^54,55^. In this study, we have further improved the system, and were able to generate higher order kidney organoids solely using PSC-derived cells. Apart from the kidney-like anatomy with nephrons connected to a single ureteric bud tree, the organoids were complete with at least a small-vessel endothelial network.

We previously demonstrated that eUBs can form collecting duct or ureter depending on host mesenchyme^18,19^. In this study, we have further characterised these eUBs and shown that they can be propagated in vitro, without losing their functional properties. Such in vitro propagated eUB organoids can be very useful for modelling diseases such as polycystic kidney that affect the collecting duct branching morphogenesis.

For differentiating PSC to nephron progenitors, several protocols are available^4,5,7^. For this study, we adapted the method developed by Taguchi and colleagues^14^ to generate both cell types (iNP & iSP) in the same culture. It is likely that iNP & iSP cells generated using other differentiation protocols in a 2D monolayer culture^5,7^ would also work. They might even offer advantages, especially as 2D monolayer differentiations are more consistent between batches and are less work intensive compared to 3D embryoid body differentiation^56^. The iSP cells we generated (PDGFRA^High^/ITGA8^Low^) were functional, as demonstrated by their ability to support UB/eUB branching, nephrogenesis and formation of small vessels. As renal stroma consists of diverse populations^36,37^, it is not clear from our studies to which stromal population iSP cells belong, and further studies are needed to confirm their identity and how realistically they represent stromal cells in the actual embryo. However, our study is a first step, and is the first report of a protocol for generating functional renal stromal cells from PSC. Further optimizations may be needed for generating different types of stromal populations in a kidney.

Our adaptation of the differentiation protocol, with sorting, has allowed us to make, for the first time, renal organoids that show organization around a single ureteric bud tree, made entirely from PSC. This represents a significant 'catching up' of organoids made from PSC with those made from ex-fetu renogenic stem cells, and introduces an architecture appropriate for function. As a further step to catch up with the state-of-the art in organoids made from ex-fetu cells, we attempted to use the techniques of Mills and colleagues^2^, to induce ureter formation at one pole of the ureteric bud tree, using a local source of BMP4. BMP4 beads induced a uroplakin-positive ureter like-region at the bead end. It was, however, technically challenging to place BMP4 beads in the ‘all-mESC organoid’ due to their small size and 3D nature of the organoid. In most cases the growth of organoid was severely inhibited and eventually destroyed from the damage caused by implanting BMP4 bead. Nevertheless, it may be possible to improve success rate by using more advanced tools to deliver growth factors locally^57–59^. Uroplakin-positive ureter-like regions that were observed in whole UB and BMP4 treated all-mESC organoids lacked peristaltic contractions, probably due to the inability of the stromal cells (sorted ITGA8^Low^/PDGFRA ^High^) to differentiate into smooth muscle cells. A similar observation was reported in *Tbx18* knockout mice: these develop ureters with very thin surrounding mesenchyme, and fail to develop smooth muscles^60^. As we were only using metanephric mesenchymal stromal cells for the experiments, TBX18^+ve^ cells are less likely to be present in our organoids. Therefore we would be unlikely to have a reservoir of cells to generate smooth muscles needed for the peristaltic contractions. Development of these cells from pluripotent sources would be an important next step.

No published protocol is able to generate PSC derived kidney organoids with endothelial cells infiltrating the area of tubules to the extent seen here under in vitro static culture conditions^61^. Implanting organoids under kidney capsule^62,63^, on chick chorioallantoic membrane^4^, under skin^55^ or implanting them between arterial-venous flow^64^ has resulted in excellent vascularisation, but this is derived largely from the host. The all-mESC organoids we describe here develop a rich endothelial network in vitro, without the need for a host. The network formed in vitro did not, however, conform anatomically to that of a natural kidney and it is not clear how much of a problem this will be. We also do not know the extent to which these incoming vessels formed anatomical and physiological relationships with podocytes. Future approaches might culture the organoid in vivo, adjacent to a blood vessel capable of vascularizing a transplanted fetal kidney. This would allow these questions to be addressed in a more stable system (more stable in the sense of allowing longer term culture than CAM does, where the movements of the growing chick embryo create problems).

One drawback of the current technique is the complicated procedures involved in generating progenitor populations, which can limit the number of organoids that can be generated at a time. Our results show that eUBs can be propagated in vitro, and protocols for expanding iNPs are already available^65,66^. Developing a methods to expand stromal cells would help to simplify this organoid generation protocol. Immaturity is another drawback of the organoids, as evident by the lack of loop of Henle formation. It may be possible to induce loops of Henle by culturing them for a longer duration under low volume, again using techniques developed in the ex-fetu organoid system^67,68^.

We have improved the currently available kidney organoid generation methods. The all-mESC organoids, generated solely using PSC, had a kidney-like architecture, with a single ureteric bud tree having nephrons connected to it. They also showed formation of extensive endothelial network formation, with endothelial cells frequently approaching glomerular podocytes (whether this went on to result in formation of glomeruli and filtration membranes was not determined). This work is a step forward for developing mini kidneys suitable for functional transplantations, particularly in mice.

## Methods

Supplementary Table 1 and Supplementary Table 2 contain details of reagents and antibodies.

### Isolating mouse embryonic kidney stem cells

All procedures listed here were approved by the Institutional Animal Care and Use Committee of the University of Edinburgh, and were carried out in accordance with their guidelines and regulations. Pregnant CD1 mice were sacrificed between E11.5 and E13.5 by trained UK Home Office license holders in accordance with Schedule One of the UK Animals (Scientific Procedures) Act, 1986. Embryos were collected, decapitated, and their kidneys used freshly or stored (4 °C up to 3 days) in KCM (Advanced DMEM/F-12, 10% fetal bovine serum, 1 × GlutaMAX and 1 × antibiotic–antimycotic solution). For sorting, 25—60 kidneys were rinsed in PBS, the ureter being removed before making single cell suspension.

Intact UB tips or T-shaped whole UBs were isolated from E11.5 kidneys using tungsten needles (kidneys were treated with 0.25% trypsin–EDTA for 2 min before dissection). To maintain tip-stalk distinction, a thin layer of ureteric mesenchyme was retained in the distal part of whole UBs.

### Mouse embryonic stem cell culture and maintenance

mESC were cultured on 0.1% gelatin-coated 6-well plates in mESC culture medium (Glasgow Minimum Essential Medium with 10% FBS, 1 × GlutaMAX, 1 × MEM Non-Essential Amino acids, 1 × sodium pyruvate, 10 mM β-mercaptoethanol, with 1 U/μl leukaemia inhibitory factor). Cells were split using Accutase and plated at 1:5 or 1:10.

### Sox8-mCherry mESC reporter line generation

*pSox8-2A-mCherry* homology-directed repair template and *pSpCas9-2A-Gfp* vectors were used for generating the *Sox8-mCherry* mESC line (Supplementary Fig. 4). gRNA-encoding oligos CACCGACCACCCTGACCCGACCCTG and AAACCAGGGTCGGGTCAGGGTGGTC were cloned into *pSpCas9-2A-Gfp* as described elsewhere^69^. Each construct was transformed into NEB-5-α competent bacteria, ampicillin- resistant colonies were expanded, and plasmids were screened via restriction digestion and Sanger sequencing. IB10 mESC were co-transfected using Lipofectamine 3000. 48 h later, puromycin selection (5 μg/ml) was started and after 2 weeks resistant colonies were picked and PCR-screened. Stable transfection was confirmed by sequencing and mCherry expression.

### Induction of ureteric bud from embryonic stem cells

'Base medium’ was 75% Iscove’s modified Dulbecco’s medium: 25% Ham’s F-12, with 0.5 × N2, 0.5 × B27, 1 × antibiotic/antimycotic, 0.05% BSA, 0.5 mM L-ascorbic acid and 450 μM 1-thioglycerol. At 0 h, confluent mESC were dissociated with Accutase, seeded at 1,000 cells/well (U-bottomed, low cell-binding 96-well plates) and cultured in base medium (140 μl / well) to form EBs. Medium was replaced with fresh base medium containing specific growth factors as below. 48 h: 10 ng/ml human Activin A, 72 h: 0.3 ng/ml human BMP4 and 10 μM CHIR99021, 108 h: 0.2 μM retinoic acid, 100 ng/ml human FGF9, and 10 μM SB431542, 132 h: 0.2 μM retinoic acid, 100 ng/ml human FGF9, and 5 μM CHIR99021, 156 h: 10 µM Y27632, 0.2 µM retinoic acid, 1 µM CHIR99021, 5 ng/ml human FGF9, and 10% growth factor-reduced Matrigel, 180 h:'156 h' growth factors without FGF9, but with 3 µM CHIR99021 and 1 ng/ml GDNF, 204 h: ‘180 h medium’ with 2 ng/ml GDNF. Cells were cultured for a further 24 h, when budding, tubular structures (eUB) could be dissected manually for experiments.

In the original UB differentiation protocol^6^ EBs were dissociated at 48 h and at 150 h to sort cells. To make the protocol simpler, dissociation and sorting steps were skipped in our method.

### In vitro culture of ureteric bud

eUB were isolated from differentiated EBs (approximately 228 h) using hypodermic needles. P0 eUBs were cultured in branching medium (base medium with 0.1 μM retinoic acid, 100 ng/ml human Rspondin1, 1 ng/ml human GDNF, 100 ng/ml human FGF1 and 20% Matrigel). Buds from the branched structures formed were isolated every 4 -5 days and were cultured in fresh branching medium. For studying the influence of BMP4, eUBs were cultured in branching medium with 2.5 µg/ml mouse BMP4.

### Induction of nephron and stromal progenitors from embryonic stem cells

At 0 h, confluent mESC were dissociated with Accutase, seeded 1,000 cells/well (U-bottomed, low cell-binding 96-well plate) and cultured in base medium (140 μl / well) to form EBs. At different time points, medium was replaced with fresh base medium containing specific growth factors as below. 48 h: 5 ng/ml (E14 mESC) or 2.5 ng/ml (IB10 mESC) or 1 ng/ml (*Hoxb7-Gfp* mESC) of Activin A, 72 h: 10 μM CHIR99021, 108 h: 10 μM CHIR99021 and 10 µM Y27632, 132 h: 10 ng/ml human Activin A, 3 ng/ml human BMP4, 3 μM CHIR99021, 0.1 µM retinoic acid and 10 µM Y27632, 156 h: 1 μM CHIR99021, 5 ng/ml human FGF9 and 10 µM Y27632, 180 h: 1 μM CHIR99021 and 5 ng/ml human FGF9. Cells were cultured further 48 h and progenitor cells were sorted.

### Kidney organoid formation from sorted cells

Sorted progenitors were seeded at 35,000 cells/organoid in a U-bottom, 96 well plate and centrifuged (200 g, 3 min) to form cell sheets. Isolated eUB or UB was placed on top and cultured without any disturbance. After 48 h, organoids were transferred to 50% Matrigel- coated 12-mm, 0.4-μm-pore PET Transwell membranes (50 μl/ Transwell) at 37 °C for 3 min. 50 μl 50% Matrigel solution was then added on top, and organoids were incubated at 37 °C for 5 min. Warm KCM (370 μl/well) was added and the organoids were cultured for up to 12 days, with daily medium changes.

### Grafting of eUBs into cultured kidney rudiments

E11.5 kidney rudiments were cultured on 24-mm, 0.4-µm-pore Transwell membrane inserts, in KCM. *Hoxb7-Gfp* and *Sox8-mCherry* eUBs isolated from differentiated EBs (P0 eUB or P2 eUB) were grafted into metanephric mesenchyme or peri-Wolffian mesenchyme of E11.5 embryonic kidneys in culture as above. Kidney grafts were cultured for 3–4 days.

### Implantation of kidney organoids onto chick CAM

The experiment described here did not require any approval according to UK Animals (Scientific Procedures) Act, because of the young age of the chick embryos. Experiments were performed in accordance with relevant regulations and are reported in as per ARRIVE guidelines. Fertilized Hy-Line chicken eggs obtained from the National Avian Research Facility, University of Edinburgh, were incubated at 60% humidity and 38 °C (Brinsea Ova-Easy 190 Advance Series II I). After 24 h, 3 ml of albumin was removed using 18-gauge syringe. On day 6, a small window was opened on the egg surface using a scalpel blade and was sealed properly for preventing any contamination. Next day, through the window the surface of CAM was gently scraped and a 5-day old organoid was implanted. On day 10 a superficial CAM vein was injected with 1 mg/ml FITC-dextran and 5 min later implanted organoids were imaged using a fluorescence stereomicroscope (Leica, MSV269). For sacrificing, eggs were incubated on ice for 30 min and embryos were decapitated.

### Inducing ureter formation in organoids

For inducing ureter formation, BMP4-soaked beads were used as described elsewhere^2^. Briefly, Affi-gel blue beads washed twice with PBS were incubated in 40 μl mouse BMP4 (5 μg/ml) for 1 h at room temperature, rinsed and placed on organoids (day 3 'all-mESC organoids' in 6 well membrane insert) and were replaced daily. After 4 days, organoids were fixed and evaluated by immunostaining.

### Immunostaining

Samples were fixed in cold methanol for >  = 30 min or, for ITGA8, PDGFRA and RET, in 4% PFA. Samples were rinsed, blocked with 5% BSA, incubated overnight with primary antibody at 4 °C, rinsed and incubated overnight with secondary antibody at 4 °C. Samples were washed and dehydrated with 25%, 50%, 75% and 100% methanol. Ethyl cinnamate was added for clearing.

### Fluorescence-activated cell sorting

Volumes given below are for EBs from a 96 well plate or for a maximum of 75 kidneys. 5.5 µl of ITGA8-biotin antibody was added to 100 µl cell suspension and incubated for 10 min at room temperature. Cells were washed, centrifuged and resuspended in 100 µl medium. 1.5 µl of CD140a-APC (PDGFRA), 1.75 µl of RET, 1 µl of EpCAM, 1 µl of CD31 and 1 µl of PE-Streptavidin antibodies were added and incubated for 10 min at room temperature. Cells were washed, resuspended (750 µl 0.05% BSA) and stored on ice until sorting using a 4 laser FACSAria IIu SORP flow cytometer (BD, UK) with appropriate emission filters. ITGA8^High^/PDGFRA^Low^ NP/iNP, ITGA8^Low^/PDGFRA^High^ SP/iSP, RET^+ ^/ EpCAM^+^ UBs and EpCAM^+^/mCherry^+^ eUBs (from *Sox9-mCherry* line) were sorted.

### RNA sequencing

Kidneys from all the embryos of a mouse were pooled together as a sample, as were EBs from one batch of differentiation (E14 mESC for iNP / iSP differentiation; *Sox9-mCherry* for eUB differentiation). RNA from 35,000–100,000 sorted cells was isolated (RNeasy Plus micro kit) and quality was confirmed (Agilent bioanalyzer). 100 ng total RNA was used for library preparation (Illumina Stranded mRNA Prep kit protocol). Sequencing was performed using Novaseq and 50–64 million read-pairs were generated per sample. Reads were trimmed using Cutadapt (version cutadapt-1.18-venv) and aligned to the reference genome (GRCh38; from Ensembl) using STAR (version 2.7.3a). Raw count data were filtered and normalised. A principal component analysis and differential analysis was carried out using edgeR4 (version 3.28.1). The heat-maps shown in Supplementary Figs L1–L3 were produced using the ‘pheatmap’ package. In each figure, the range of the heatmap colours, from -1 to + 1, was anchored on the most divergent expression (maximum up, maximum down) in genes named in the heatmap figure. The scale is therefore local to each figure, and not the same between figures. Analysis of the differences that accompanies Supplementary Figure L1-L2 was done for the set of 50 genes appearing in the heatmap, using the Panther analytical tool at geneontology.org, with the *Mus musculus* genome as reference and a significance cut-off at false discovery rate (FDR) < 0.05. The same analysis was run for Fig L3, but no GO biological processes showed statistical significance.

### Statistical analysis

All images are representative, and the number of experiments conducted are mentioned in the figure legend. For categorical (feature present / absent) data, 95% confidence intervals (CI) were calculated using the binomial normal approximation interval corrected for small sample sizes as $$p\pm 1.96\left[\sqrt{p\left(1-p\right)}/n\right]+1/2n$$ ^70^. Lower and upper limit of the Confidence Interval was then expressed as percentage, considering the lowest possible as 0% and highest as 100%.

## Supplementary Information

Supplementary Information 1.

Supplementary Information 2.

Supplementary Information 3.

Supplementary Information 4.

Supplementary Information 5.

Supplementary Information 6.

Supplementary Information 7.

Supplementary Information 8.

Supplementary Information 9.

Supplementary Video 1.

Supplementary Video 2.

Supplementary Video 3.

Supplementary Video 4.

Supplementary Video 5.

Supplementary Video 6.

Supplementary Video 7.

## Data Availability

RNA-Seq datasets have been deposited on Gene Expression Omnibus (GEO) with accession number: GSE197139.

# Supplementary material for: Production of kidney organoids arranged around single ureteric bud trees, and containing endogenous blood vessels, solely from embryonic stem cells
**Source:** Sci Rep. 2022 Jul 22;12:12573. doi: 10.1038/s41598-022-16768-1
**Supplement:** Supplementary file 3 — Supplementary Information 3.

**SUPPLEMENTAL INFORMATION LEGENDS**

**Supplementary Table 1: Details of media, reagents and growth factors**.

**Supplementary Table 2: Details of antibodies and lectin.**

**Supplementary Fig. 1: Differentiation, culture and isolation of progenitor cells. (a)**Time line diagram of the differentiation protocol. Abbreviations: AA: Activin A, B4: BMP4, CH: small molecule CHIR99021, RA: Retinoic acid, F9: FGF9, SB: small molecule SB431542, Y2: small molecule Y27632, MG: Matrigel and GD: GDNF. **(b) Propagation of eUBs in branching medium.** eUBs from parent differentiated embryonic bodies (eUB-EB) grew and branched when propagated in branching medium at least up to passage 4 (P4 eUB). eUBs from three different mESC lines; IB10, *Hoxb7-Gfp*, and *Sox8-mCherry*, were used for the experiments, as indicated in the row labels to the left of the micrographs. n=6/6 for each cell line. Scale bar, 200 µm. **(c) Standardisation of mESC differentiation to nephron-stromal progenitors.** Flow cytometry data showing the percentage of induced nephron progenitors (iNP) and stromal progenitors (iSP) obtained for different conditions during standardisation. Different concentrations of Activin A at 48 h; BMP4 and CHIR99021 at 72 h were tried for getting equal number of iNP and iSP populations from the same culture. Of the different combinations, the optimum found was selected (indicated by the arrow) for the experiments. A indicates Activin A, B indicates hBMP4 and C indicates CHIR99021. The number following the letter shows the concentration in ng/ml (for Activin A and hBMP4) or μM (for CHIR99021). For e.g. A2.5\B0.3C10 indicate treatment of 2.5 ng/ml Activin A at 48 h, followed by 0.3 ng/ml hBMP4 and 10 μM CHIR99021 at 72h. **(d) EpCAM expression in ureteric bud cells. (**E12.5 Kidney) Expression of EpCAM is restricted to ureteric bud cells of E12.5 embryonic kidneys. E-cadherin (ECAD) is expressed by both collecting duct and early nephrons. (eUB-EB) EpCAM expression by eUB in UB-pathway differentiated embryoid bodies. (iNP/iSP-EB) EpCAM expression is localized to ureteric bud-like cells (CK8+) and not expressed by nephron progenitors (SIX2) in nephron / stromal progenitor pathway-differentiated embryoid bodies. Scale bar, all images 200 µm. **(e) Contaminating cells in nephron-stromal progenitor population before modifying gating strategy.** Flowcytometry data of E11.5 kidney, E12.5 kidney and differentiated embryoid bodies (NP/SP Diff_­_ mESC) shows the presence of ureteric bud cells (EpCAM/RET +ve) and endothelial cells (CD31) in NP / iNP (ITG8A^high^ / PDGFRA^low^) and SP / iSP (ITG8A^low^ / PDGFRA^high^) gated cellular population. Ureteric bud (EpCAM/RET +ve) and endothelial cells (CD31) are marked as green and blue.

**Supplementary Fig. 2: Purity of sorted progenitors.** Purity of sorted progenitors from (a) E11.5 and (b) E12.5 kidney**.** The top row shows profiles of unsorted embryonic kidney cells with respect to the endothelial marker CD31, the ureteric bud markers EpCAM/RET, and the sorting profile based on ITG8A and PDGFRA. The second and third rows show post-sorting populations of NP and SP respectively: it can be seen that they are free from endothelial (EC: endothelial cells) and ureteric bud (UB) contamination. The last row shows the staining profile of sorted UBs with respect to RET/EpCAM, and the purity of the resultant sorted cells.

**Supplementary Fig. 3: Kidney organoid formation: (a) Bright field images of kidney organoids.** Organoids were reconstructed by aggregating 35,000 ex-fetu mixed nephron progenitors (NP) and stromal progenitors (SP) from E12.5 or E13.5 mouse embryonic kidney with ureteric bud (UB) or engineered ureteric bud (eUB). Organoids aggregated without UB or eUB were used as controls, and degenerated as expected. **(b) Anatomy of chimaeric organoids:** eUB + NP + SP chimeric organoids (1) on day 2 show the presence of SIX2-positive nephron progenitors around the tips of eUB branches (stained for calbindin D29k [CALB]). (2) On day 3, WT1-positive developing podocytes and jagged1 (JAG)-positive tubular cells can be seen, as can a ramifying CK8-positive collecting duct system (CK8). (3) On day 5, CD31-positive endothelial cells and podocalyxin-positive glomerular podocytes (POD) can be seen. The collecting duct system is stained for GATA3 (GAT). Scale bar: (1) 50 µm, others 100 µm. **(c) Functional ability of iSP to support eUB branching.** eUB (*Hoxb7-Gfp*) branching in different chimaeric organoids. Scale bar: 200 µm.

**Supplementary Fig. 4: *Sox8-mCherry* mESC line generation. (a)** Vector m­ap of *pSox8-2A-mCherry* homology-directed repair template. (**b**) Vector map of *pSpCas9-2A-Gfp* Sox8-cutting construct containing gRNA, Cas9 and GFP. **(c)** Live cell image of transfected IB10 mESC 48 h post-transfection. Many cells show GFP expression, indicating a successful transfection. **(d)** mCherry expression in ureteric buds from clone 29 (a selected clone after antibiotic selection, PCR genotyping and sequencing). _­_Clone 29 and Clone 43 were used for the experiments and are refereed as *Sox8*-*mCherry* mESC.

**Supplementary Fig. L1:** The 50 most differentially expressed genes, by FDR, between four samples of ex-fetu E11.5 ureteric bud and four eUB samples. The heat map, its -1 to +1 range normalized on the extremes of fold enrichment in this dataset, lists these genes, clearly showing most variation to be between the different sources of cells (ES-derived or ex-fetu) and not within each group. The table shows the biological process GO terms associated with these differences, only those with FDR < 0.05 being shown.

**Supplementary Fig. L2:** The 50 most differentially expressed genes, by FDR, between four samples of ex-fetu, sorted E11.5 stromal progenitor cells and four iSP samples. The heat map, its -1 to +1 range normalized on the extremes of fold enrichment in this dataset, lists these genes, clearly showing most variation to be between the different sources of cells (ES-derived or ex-fetu) and not within each group. The table shows the biological process GO terms associated with these differences, only those with FDR < 0.05 being shown.

**Supplementary Fig. L3:** The 50 most differentially expressed genes, by FDR, between four samples of ex-fetu, sorted E11.5 nephron progenitor cells and four iNP samples. The heat map, its -1 to +1 range normalized on the extremes of fold enrichment in this dataset, lists these genes, clearly showing most variation to be between the different sources of cells (ES-derived or ex-fetu) and not within each group.

**Supplementary Video 1: Z-stack of UB+NP+iSP chimeric organoid (day 7) showing ureter formation.** Ureteric bud tree (CK8) having a ureter like structure (URO) at one end can be observed. Endothelial cells (CD31) can also be seen. Abbreviations: CK8: cytokeratin 8, CD31: platelet endothelial cell adhesion molecule, URO: uroplakin.

**Supplementary Video 2: Z-stack of eUB+NP+SP chimeric organoid (day 7) showing no ureter formation.** Ureteric bud tree (CK8) without a ureter like structure (URO) can be observed. Early nephron tubules (JAG) can be seen. Abbreviations: CK8: cytokeratin 8, JAG: jagged1, URO: uroplakin.

**Supplementary Video 3: Z-stack of eUB+NP+iSP chimeric organoid (day 7) showing no ureter formation.** Ureteric bud tree (CK8) without a ureter like structure (URO) can be observed. Endothelial cells (CD31) can be seen. Abbreviations: CK8: cytokeratin 8, CD31: platelet endothelial cell adhesion molecule, URO: uroplakin.

**Supplementary Video 4: Z-stack of all-mESC organoid (day 10) showing connected ureteric bud–nephron tree.** E cadherin (ECAD) was used to stain both ureteric bud/collecting duct and distal tubules.

**Supplementary Video 5: Z-stack of all-mESC organoid (day 10) showing developed nephrons.** Nephrons with glomerular podocytes (POD), proximal tubules (JAG) and distal tubules (NKCC2 and ECAD) can be observed; and were connected to the ureteric bud tree (ECAD). Abbreviations: POD: podocalyxin, JAG: jagged1, NKCC2: Na-K-Cl cotransporter 2, ECAD: E cadherin.

**Supplementary Video 6: Z-stack of all-mESC organoid (day 10) showing small blood vessels.** Extensively grown endothelial cells (CD31) connecting glomerular podocytes (POD) can be observed. Abbreviations: CD31: platelet endothelial cell adhesion molecule, POD: podocalyxin.

**Supplementary Video 7: 3D video of a glomerulus in all-mESC organoid (day 10).** Endothelial vessel (CD31) infiltrated into glomerular podocyte clusters (POD) can be observed. Abbreviations: CD31: platelet endothelial cell adhesion molecule, POD: podocalyxin.

# Supplementary material for: Production of kidney organoids arranged around single ureteric bud trees, and containing endogenous blood vessels, solely from embryonic stem cells
**Source:** Sci Rep. 2022 Jul 22;12:12573. doi: 10.1038/s41598-022-16768-1
**Supplement:** Supplementary file 7 — Supplementary Information 7.

Supplementary Fig L1

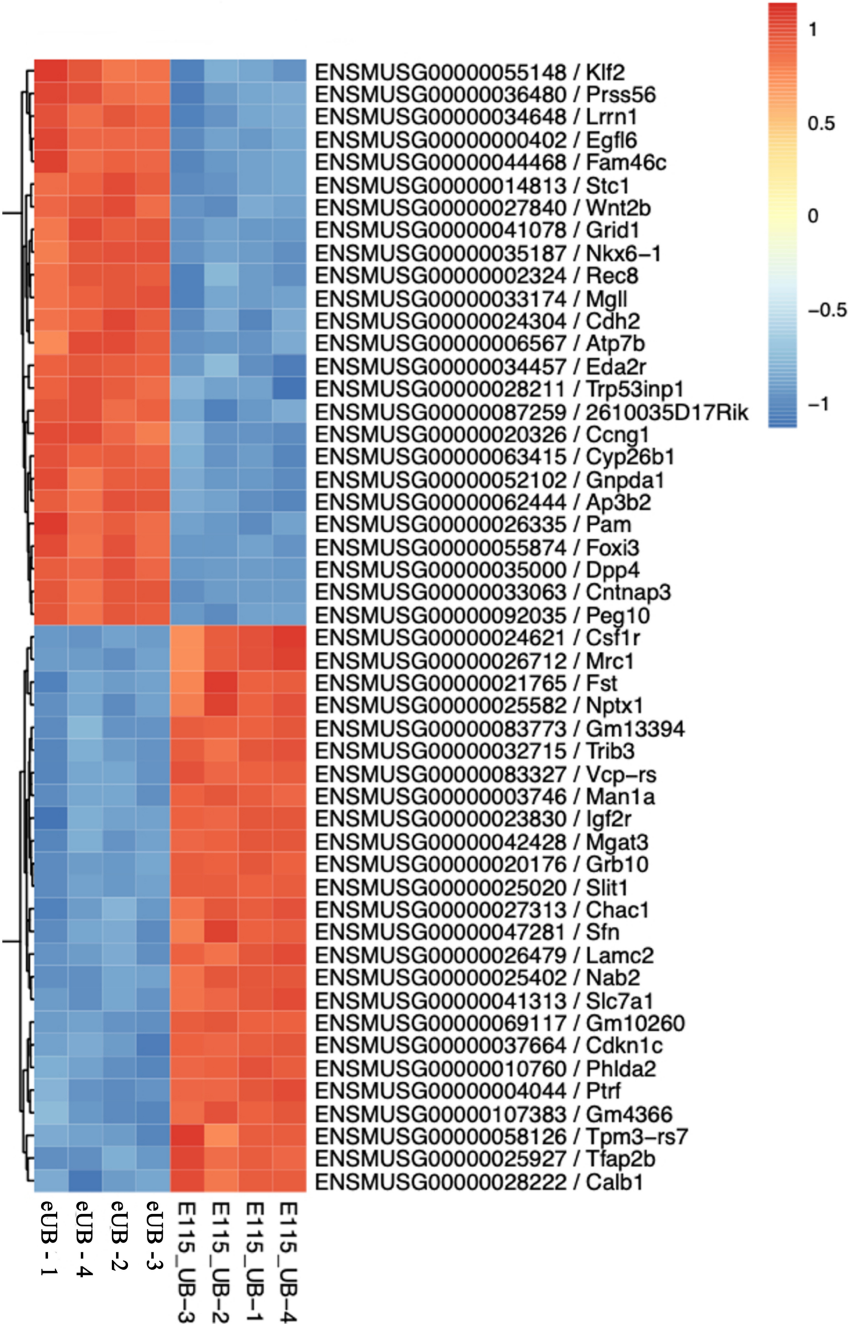

| Biological Process                                       | Fold Enrichment | +/- | FDR      |
|----------------------------------------------------------|-----------------|-----|----------|
| 1054 animal organ morphogenesis                          | 5.09            | +   | 0.0185   |
| 1096 regulation of locomotion                            | 4.90            | +   | 0.0243   |
| 1537 regulation of multi-cellular organismal development | 4.19            | +   | 0.0170   |
| 3597 cell differentiation                                | 3.13            | +   | 0.000916 |
| 3785 system development                                  | 2.98            | +   | 0.00157  |
| 3352 regulation of cell communication                    | 2.88            | +   | 0.0140   |
| 3360 regulation of signalling                            | 2.87            | +   | 0.0134   |
| 6522 positive regulation of biological process           | 2.14            | +   | 0.0123   |

# Supplementary Fig L2

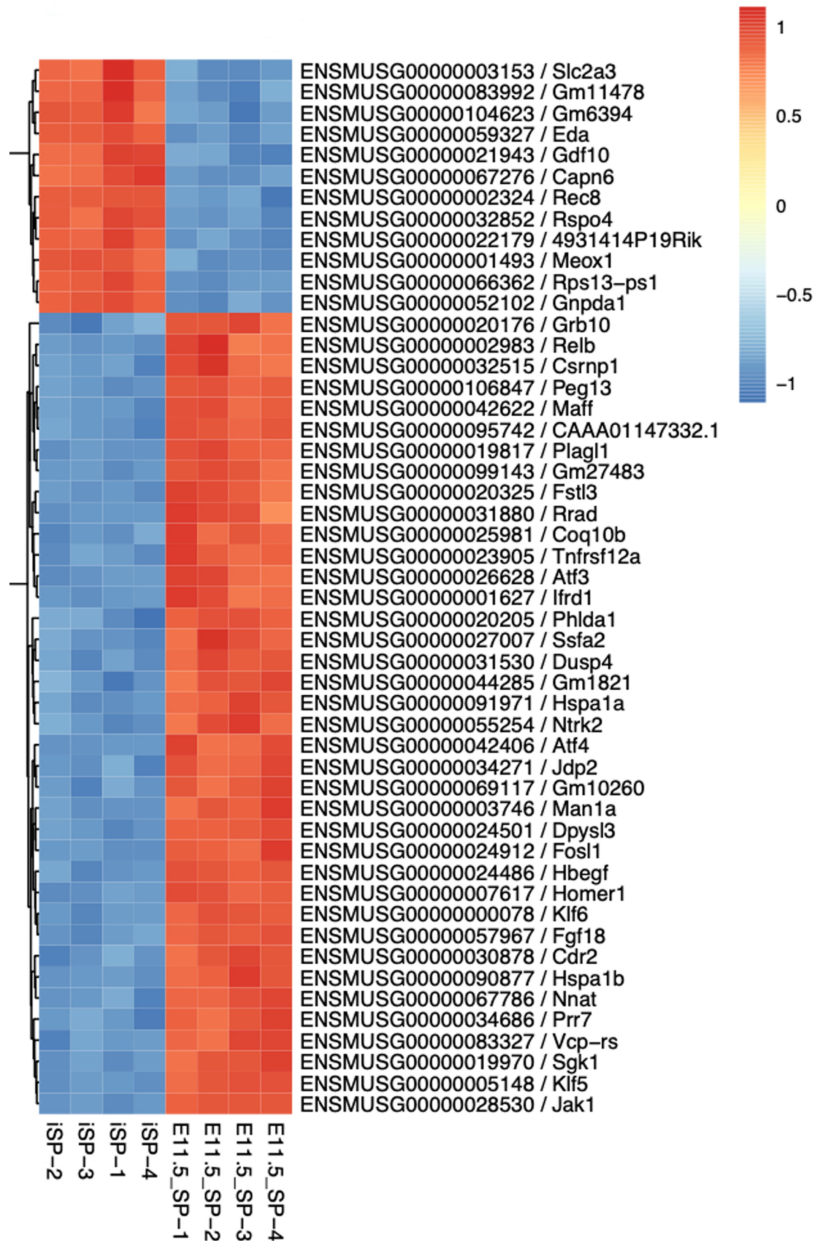

| Biological Process                                             | Fold Enrichment | +/- | FDR     |
|----------------------------------------------------------------|-----------------|-----|---------|
| 36 hexose biosynthesis process                                 | 49.54           | +   | 0.0232  |
| 60 skeletal muscle differentiation                             | 39.63           | +   | 0.00523 |
| 74 cellular response to unfolded protein                       | 32.14           | +   | 0.00865 |
| 369 transmembrane receptor protein kinase signalling pathway   | 9.67            | +   | 0.0228  |
| 1615 positive regulation of transcription by RNA polymerase II | 4.05            | +   | 0.0264  |
| 1675 regulation of cell differentiation                        | 4.26            | +   | 0.0273  |
| 1787 positive regulation of cell communication                 | 3.66            | +   | 0.0476  |
| 1794 positive regulation of signalling                         | 3.65            | +   | 0.0481  |
| 3785 system development                                        | 2.67            | +   | 0.0256  |

# Supplementary Fig L3

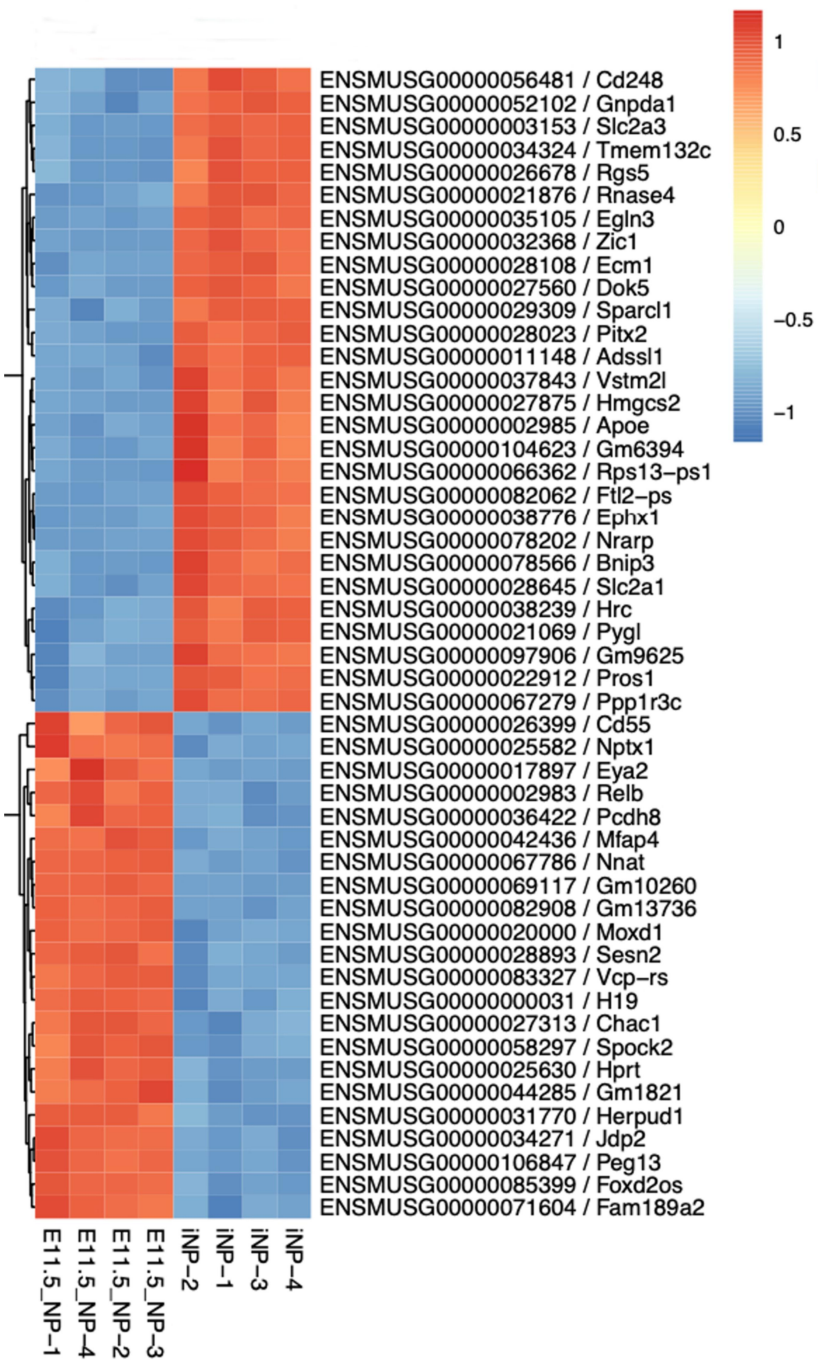

Analysis of these data for Biological Process GO terms reveal no associates significant at FDR < 0.05. That is why there is no table of GO terms associated with the heat map to the left.

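Each of the 50 genes in this heat map had a limma adjusted p-value under 0.05 in the direction shown, and 39 were among the 50 smallest p-values in the iNP and E11.5 NP comparison. 28 were higher in iNP cells, with log2 fold changes from 2.88 to 6.97 (median 4.03), and 22 were lower, from -6.84 to -2.61 (median -3.45). 4 of the higher and 3 of the lower genes are annotated as pseudogenes. This list shares 11 genes with Supplementary Fig. L2 and 5 with Supplementary Fig. L1; Supplementary Figs L1 and L2 share 6, and the 3 genes in all of them are *Gnpda1*, *Gm10260* and *Vcp-rs*. The search for GO terms was not repeated here.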

# Supplementary material for: Production of kidney organoids arranged around single ureteric bud trees, and containing endogenous blood vessels, solely from embryonic stem cells
**Source:** Sci Rep. 2022 Jul 22;12:12573. doi: 10.1038/s41598-022-16768-1
**Supplement:** Supplementary file 8 — Supplementary Information 8.

| - **Reagent** | **Supplier** | **Catalogue number** |
| --- | --- | --- |
| **Peptides, Recombinant Proteins and Small Molecules** | | |
| Activin A | R&D | 338-AC-010 |
| CHIR99021 | Tocris | 4423 |
| hBMP4 | R&D | 314-BP-010 |
| hFGF1 | R&D | 232-FA-025 |
| hFGF9 | R&D | 273-F9-025 |
| hGDNF | R&D | 212-GD-010 |
| Human R Spondin 1 | R&D | 4645-RS |
| LIF | Santa Cruz | sc4989A |
| mBMP4 | R&D | 5020-BP-010 |
| Retinoic Acid | Sigma | R2625 |
| SB431542 | Tocris | 1614 |
| Y27632 (Rock Inhibitor) | Tocris | 1254 |
| **Media** | | |
| Advanced DMEM/F-12 | ThermoFisher | 12634010 |
| Glasgow Minimum Essential Medium | Sigma | G5154 |
| Ham’s F-12 | ThermoFisher | 1765054 |
| Iscove’s modified Dulbecco’s medium | ThermoFisher | 12440-046 |
| **Reagents** | | |
| 0.25% Trypsin-EDTA | ThermoFisher | 25200056 |
| 1-thioglycerol | Sigma | M6145-25ml |
| Accutase | ThermoFisher | A1110501 |
| Affi-Gel Blue beads | Bio-Rad | 1537302 |
| Antibiotic/Antimycotic | ThermoFisher | 15240-096 |
| B27 Supplement without Vita A | ThermoFisher | 12587-010 |
| b-Mercapto ethanol | ThermoFisher | 31350-010 |
| BSA powder | Sigma, | A9646 |
| BSA, 7.5% solution | ThermoFisher | 15260-037 |
| DPBS | ThermoFisher | 14190-094 |
| Ethyl cinnamate | Sigma | 112372 |
| FITC-dextran | Sigma | FD-2000S |
| Foetal bovine serum | HyClone | SV30160.03 |
| Gelatin | Sigma | G1890 |
| GlutaMAX | ThermoFisher | 35050-38 |
| L-Ascobic Acid | Sigma | A4403 |
| Lipofectamine 3000 | ThermoFisher | L3000001 |
| Matrigel | Corning | 354230 |
| MEM Non-Essential Amino acids | ThermoFisher | 11140-035 |
| N2 Supplement | ThermoFisher | 17502-048 |
| Puromycin | Sigma | 540411 |
| Sodium pyruvate | ThermoFisher | 11360-039 |

| **Plasticware** | | |
| --- | --- | --- |
| Low Binding, U bottom, 96 well plates | Greiner Bio | 650970 |
| Transwell membrane inserts - 12 well | Corning | 3460 |
| Transwell membrane inserts - 6 well | Corning | 3450 |
| 12 well plates | Corning | 3513 |
| 6 well plates | Corning | 3516 |
| Cell strainer (40 µm) | ThermoFisher | 22363547 |
| 12 well plates | Corning | 3513 |
| **Molecular Kits** | | |
| High Sensitivity DNA Kit | Agilent | 5067-4626 |
| HiFi DNA Assembly mastermix | NEB | M5520A |
| Illumina Stranded mRNA Prep kit | Illumina | 20040532 |
| Monarch gel extraction kit | NEB | T1020S |
| Monarch plasmid miniprep kit | NEB | T1010S |
| RNA 6000 Nano Kit | Agilent | 5067-1511 |
| RNeasy plus micro kit | Qiagen | 74034 |
| Q5 Hot Start High-fidelity master mix | NEB | M0494S |
| QIAshredder | Qiagen | 79656 |
| **Plasmids and Competent cells** | | |
| *pSpCas9-2A-GFP* | Addgene | 48138 |
| NEB-5-α chemically competent bacteria | NEB | C2987H |
| **Software and Algorithms** |  |  |
| FlowJo | Tree Star | https://www.flowjo.com |
| Image J | NIH | https://imagej.nih.gov |

**Supplementary Table 1: Details of mediums, reagents and growth factors**.

# Supplementary material for: Production of kidney organoids arranged around single ureteric bud trees, and containing endogenous blood vessels, solely from embryonic stem cells
**Source:** Sci Rep. 2022 Jul 22;12:12573. doi: 10.1038/s41598-022-16768-1
**Supplement:** Supplementary file 9 — Supplementary Information 9.

|  | **Supplier** | **Catalogue number** | **Working dilution** |
| --- | --- | --- | --- |
| **Primary antibodies** | | | |
| Calbindin D28k | Novus | NBP2 | 1:200 |
| CD140a (PDGFRA)-APC conjugated | BioLegend | 135908 | 1.5 :100 |
| CD31 | R&D | AF3628 | 1:200 |
| CD31-BV421 conjugated | BioLegend | 102423 | 1:100 |
| CD326 (Ep-CAM) 488 | BioLegend | 118210 | 1:100 |
| CK8 | DSBH repository | TROMA-1 | 1:200 |
| Dolicous biflourus agglutinin  (fluoresceinated) | Vector | FL-1031 | 1:500 |
| E-cadherin | BD | 610182 | 1:100 |
| FOXD1 | ThermoFisher | PAS-35145 | 1:50 |
| GATA3 | R&D | AF2605 | 1:200 |
| ITG8A-biotinylated | R&D | BAF4076 | 5.5 :100 |
| Jagged 1 | R&D | AF599 | 1:200 |
| MEIS11/2/3 | Active Motif | 39796 | 1:250 |
| NKCC2 | Proteintech | 18970-1-AP | 1:50 |
| Pan-Cytokeratin | Sigma | C2562 | 1:200 |
| Podocalyxin | R&D | MAB1556 | 1:200 |
| Ret | Santa Cruz | sc-167 | 1:25 |
| Ret-488 Conjugated | Santa Cruz | sc-101423 AF488 | 1.75 :100 |
| Six2 | Proteintech | 115621-1-AP | 1:50 |
| Sox9 | Sigma | AB5535 | 1:200 |
| Uroplakin | Gift from Tung-Tien Sun, New York University | | 1:500 |
| Wnt7b | Sigma | SAB2701193 | 1:1000 |
| WT1 | Abcam | ab89901 | 1:200 |
| **Secondary antibodies** | | | |
| Anti-Goat 488 | Invitrogen | A-11055 | 1:250 |
| Anti-Goat 594 | Invitrogen | A-11058 | 1:250 |
| Anti-Goat 647 | Invitrogen | A-21447 | 1:250 |
| Anti-Mouse 488 | Invitrogen | 21202 | 1:250 |
| Anti-Mouse 555 | Invitrogen | A31570 | 1:250 |
| Anti-Mouse 594 | Invitrogen | 21203 | 1:250 |
| Anti-Mouse 647 | Invitrogen | A31571 | 1:250 |
| Anti-Rabbit 488 | Invitrogen | 21206 | 1:250 |
| Anti-Rabbit 594 | Invitrogen | 21207 | 1:250 |
| Anti-Rabbit 647 | Invitrogen | A-31573 | 1:250 |
| Anti-Rat 488 | Abcam | Ab150153 | 1:250 |
| Anti-Rat 594 | Invitrogen | A-21471 | 1:250 |
| Anti-Rat 647 | Abcam | ab150155 | 1:250 |
| PE- Streptavidin | BioLegend | 405245 | 1:100 |

**Supplementary Table 2: Details of antibodies and lectin.**

How the deposited data were processed for this re-analysis (not part of the article)

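RNA sequencing values of 36 samples were used: 4 each of eUB, iSP and iNP cells, and 4 each of ex-fetu UB, SP and NP cells from E11.5 and from E12.5 kidneys. Each sample is a pool of the kidneys of a litter or of a batch of embryoid bodies, and each gave 1 library. The authors trimmed the reads with Cutadapt, aligned them with STAR and normalised and compared them with edgeR; the counting program, its use of strand, the Ensembl release, the filter and the model are not stated. The deposited signal values are CPM values that the authors scaled with edgeR's normalisation factors, so that the values of a library need not sum to the same total. The deposited log2 values are the log2 fold changes of the authors' edgeR comparisons. The deposited p-values and FDR values are those of the same comparisons by the authors. The table lists 22761 genes, of which 22642 (99.5%) have their Ensembl identifier in the GENCODE vM21 annotation of GRCm38, 17040 (75.3%) of these with the same version.

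In every library the values were whole multiples of the value of 1 read, and dividing by it recovered the reads counted on genes. The 36 libraries held between 13.0 M and 52.5 M such reads; a value of 3 reads was taken as the limit of detection. Between replicates the correlation of log2 values was at least 0.977, and the scatter was at least 4.14 times that of counting alone (chi-squared per degree of freedom).

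Genes with a value of at least 1 in at least 4 of the 8 libraries of a comparison were tested on log2(value + 1) with limma 3.58.1 (lmFit, eBayes with trend) in R 4.3.3, with Benjamini-Hochberg adjustment and a threshold of 0.05. A gene is called when its adjusted p-value is under this threshold. ES-derived groups were compared with the E11.5 and the E12.5 group of their type, and the E12.5 with the E11.5 groups. The share of variance is the sum of squares between groups over the total, tested over all 35 splits of 8 libraries into 4 and 4. Panels of genes were scored as the mean log2 value of their genes and tested by exact two-sided permutation; the differences between cell types were tested with limma for genes and by permutation for panels. On simulated data, 100% of genes changed by 1 or by 2 on the log2 scale were called, and 0.0583% of the genes left unchanged. The simulation changed 200 genes, used a dispersion of 0.02 for every gene and held no far sample. In the real data far more genes were called. The scatter there differed between pairs of replicates, up to 209 times that of counting alone (E11.5 SP replicates 2 and 4). The simulated rates therefore need not hold for the real comparisons.

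Genes are named by a fixed rule: those the RNA sequencing text of the paper names, and the 3 with the smallest p-values in each direction of each comparison with E11.5 cells; genes the paper uses as protein markers appear in the closing section only. The replicate numbers 1 to 4 come from the sample titles. ES-derived and ex-fetu samples with the same number share no material, so they were not paired in the test; the replicate number as a block was an alternative. The other alternatives were a fit of all 36 samples, quantile normalisation, upper-quartile scaling, other filters, a pseudocount of 0.1, edgeR 4.0.16 on the recovered reads, a test against a log2 fold change of at most 1, comparators from E12.5, and each sample left out in turn. Removing each library's trend with gene length and GC content, and a block of same-numbered samples in the comparisons between cell types, were added after the data had been seen. A first panel of trunk genes contained *Calb1*; it was taken out after its test had been seen, since *Calb1* was the gene to be explained. Transcripts were compared with BLAST 2.17.0, and the other steps used Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. The searches for GO terms were not repeated, and the flow cytometry and immunostaining were not analysed here.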

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

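The comparisons, the gene panels and the alternative settings were chosen before the data were examined. Chosen only after the result was seen were the panel of trunk genes without *Calb1*, the test of pseudogenes among genes with large changes, the test of their near copies and the values of *Vcp*, the search for far samples in every panel and group, and the pairing of cell types by replicate number. Panels were compared in 66 tests, and since 4 samples against 4 cannot give an exact permutation p under 0.0286 (adjusted 0.0349), which most of them reach, this is a low bar. The macrophage, stress, hypoxia and p53 panels were written to explain genes of the paper's heat maps, which come from the same libraries. A fit of such a panel is therefore not an independent test of its explanation.

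Among the named genes in their comparison, the panels only in the comparison whose result they were written to explain, and the reads of all samples, in 4 of 87 groups of 4 samples, 1 sample lay far from the others by Dixon's ratio; chance gives 4.35. They were *Klf5* in an E11.5 SP library (ratio 0.8295; 35.8 against 42.8 to 44.4 normalised CPM), *Klf6* in an iSP library (0.879; 18.1 against 21.3 to 21.8), the score of the tip genes in an E11.5 UB library (0.937; 6.92 against 7.05 to 7.06) and the reads of an E12.5 SP library (0.881; 52.5 M against a median of 22.1 M). With every panel in all 3 comparisons with E11.5 cells it was 12 of 132 groups, where chance gives 6.60, among them muscle genes in E11.5 NP (ratio 0.943) and eUB (0.831), macrophage genes in E11.5 SP (0.931) and erythroid genes in iSP (1), iNP (0.878) and E11.5 NP (0.874). Over all 22 panels and 9 groups of samples 31 of 198 had a far sample, where chance gives 9.9, and in 17 of the 31 it was replicate 1 of an E12.5 group (8 in UB, 3 in SP and 6 in NP); panels scored in the same libraries are not independent. In replicate 1 of E12.5 UB, pluripotency genes scored 2.04 against 0.09 to 0.12 in the other libraries, muscle genes 2.70 against 0.83 to 0.96 and endothelial genes 3.70 against 0.59 to 0.94. Nephron progenitor genes scored 5.91 there against 2.97 to 3.46, while general UB genes were lower, at 7.47 against 8.04 to 8.12. Renal stroma genes scored 5.86 against 2.87 to 3.39, just short of far by Dixon's ratio (0.828). Integrated stress genes scored 5.33 in replicate 1 of E12.5 NP against 6.85 to 6.92, and heat-shock genes 9.40 in replicate 1 of E12.5 SP against 7.10 to 7.40. Results that use the E12.5 samples rest in part on these libraries; no technical or biological reason was tested.

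*Calb1* was not called in iSP cells, where it differed by -0.64 (limma adjusted p = 0.113), and was higher in iNP cells (limma adjusted p = 3.3e-03): its change in SP exceeded that in UB by 3.21 (standard error 0.38, limma adjusted p = 3.8e-06), and its change in NP by 4.92 (standard error 0.29, limma adjusted p = 1.2e-09). In E11.5 SP and NP samples *Calb1* was too low to fall as far as it did in UB. These differences thus cannot show that the fall of *Calb1* is particular to eUBs. More tip cells among eUBs are a candidate explanation, as are more trunk cells in E11.5 UBs. Tip genes hardly differed (0.043, exact permutation p = 0.286, adjusted p = 0.309, 3 of 4 eUB libraries above all E11.5 UB libraries), which cannot tell. Trunk genes without *Calb1* were lower by 1.14 (-1.14, exact permutation p = 0.0286, adjusted p = 0.0349, 4 of 4 libraries), which fits; with *Calb1*, as first written, the value was -1.48. Fewer trunk cells and less trunk expression per cell are not told apart by sorted pools. The change of tip genes in SP was below that in UB by 1.12 (-1.12), and that of trunk genes in NP above that in UB by 0.98 (exact permutation p = 4.1e-04, adjusted p = 7.3e-04, for both). With a mean score of 0.67 in E11.5 NP samples, trunk genes could not fall there by 1.14, so their difference between NP and UB cannot tell. Trunk genes were also lower in iSP cells (-0.85, 4 of 4 libraries, exact permutation p = 0.0286, adjusted p = 0.0349), and their change in SP and UB was not told apart (0.29, permutation adjusted p = 0.0799); in iNP cells they differed by -0.16 (exact permutation p = 0.114). Stromal cells hardly express them, with mean scores of 0.29 in iSP and 1.14 in E11.5 SP against 2.81 in eUB and 3.96 in E11.5 UB. The UB genes *Ret* (0.476 ± 0.403 against 19.6 ± 9.60 normalised CPM, SD, n = 4) and *Krt8* (1.70 ± 0.493 against 17.9 ± 8.97) were also lower in iSP than in E11.5 SP cells. *Hoxb7* was higher in iSP cells (14.4 ± 1.45 against 7.23 ± 2.46). A panel of 11 general UB genes was not told apart between them (0.26, exact permutation p = 0.343). UB RNA in E11.5 SP samples is thus neither shown nor ruled out. The SP values cannot tell whether the fall of trunk genes is particular to eUBs. E11.5 UB cells were sorted as RET- and EpCAM-positive, and eUB cells as EpCAM- and mCherry-positive from a reporter line (of *Sox9* in the methods, of *Sox8* in Fig. 3b); the tip panel holds *Ret*, *Sox8* and *Sox9*, so its values depend in part on the sort, and an effect of the sort on the share of tip and trunk cells is not told apart from a difference between the buds.

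*Plagl1* fell more in SP than in UB (-7.74) and than in NP (-2.09), with limma adjusted p = 2.6e-13 and 1.1e-05. A loss of expression carried by the E14 line, from which iSP and iNP cells both came, could explain this: *Plagl1* was also lower in iNP cells (-6.01; 0.685 ± 0.375 against 107 ± 24.0 normalised CPM, SD, n = 4, limma adjusted p = 2.7e-08), while in eUBs, from another line, it differed by -0.36 (limma adjusted p = 0.0587). Line and differentiation protocol differ together, so the data do not part a property of the line from a biological difference.

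*Maff*, *Atf3* and *Klf5* also fell more in SP than in UB (-4.35, -6.11 and -3.58; limma adjusted p = 2.3e-08, 4.4e-10 and 7.4e-11) and than in NP (-3.41, -1.58 and -1.57; limma adjusted p = 5.8e-07, 1.4e-04 and 6.9e-06). *Atf3* and *Maff* are also genes of stress responses, so a response to dissociation and sorting in the ex-fetu SP cells may have raised them. In iSP cells immediate-early genes were lower (-0.63), as were heat-shock genes (-1.89) and muscle genes (-0.63), each in 4 of 4 libraries (exact permutation p = 0.0286, adjusted p = 0.0349), and genes of the integrated stress response were not (-0.0088, exact permutation p = 0.943). A stress response and a muscle programme were not told apart; muscle genes were also lower in eUBs (-0.38) and were higher in iNP cells (0.57), in 4 of 4 libraries each (exact permutation p = 0.0286, adjusted p = 0.0349), so their fall is not particular to iSP cells. The change in SP was below that in UB and in NP for immediate-early genes (-1.89 and -1.16), heat-shock genes (-1.29 and -0.97) and muscle genes (-0.25 and -1.20), with permutation p = 0.0106 (adjusted p = 0.0132) for muscle against UB and p = 4.1e-04 (adjusted p = 7.3e-04) for the others. Heat-shock genes were also lower in eUBs (-0.60) and iNP cells (-0.92), in 4 of 4 libraries each (exact permutation p = 0.0286, adjusted p = 0.0349), as a difference in handling common to all ex-fetu samples would give, whereas immediate-early genes were higher in eUBs (1.26) and iNP cells (0.54); handling therefore remains open.

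Genes of the integrated stress response were lower in eUBs (-0.76) and iNP cells (-0.38), each in 4 of 4 libraries (exact permutation p = 0.0286, adjusted p = 0.0349); the changes differed between SP and UB (0.75), NP and UB (0.38) and SP and NP (0.37; largest adjusted permutation p = 0.0343). *Chac1*, *Trib3* and *Sesn2* in the heat maps may reflect such a response in the embryonic cells; its origin in handling or in the embryo was not tested.

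Macrophage genes were lower in eUBs by 2.97 (-2.97) and erythroid genes by 1.42 (-1.42), each in 4 of 4 libraries (exact permutation p = 0.0286, adjusted p = 0.0349). The change of macrophage genes was less negative in SP and NP than in UB by 2.73 and 2.86, and that of erythroid genes in SP below that in UB by 2.29 (-2.29; permutation adjusted p = 7.3e-04, 7.3e-04 and 2.8e-03). *Csf1r* was at 0.179 ± 0.0641 in eUBs and 29.3 ± 6.86 in E11.5 UBs, and *Mrc1* at 0.622 ± 0.0862 and 24.9 ± 4.81 (normalised CPM, SD, n = 4). RNA from macrophages and blood cells in the ex-fetu samples is a candidate explanation that fits. Macrophage genes scored 3.29 ± 0.325 (SD, n = 4) in E11.5 UB but 0.483 ± 0.0652 in E11.5 SP and 0.345 ± 0.0371 in E11.5 NP samples. Free macrophage RNA spread alike over all sorts would raise all of these, so the scores argue against it for macrophage genes. Erythroid genes scored 1.43, 3.72 and 1.35 in E11.5 UB, SP and NP samples. For them free RNA and sorted blood cells are not told apart.

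Hypoxia and glycolysis genes were higher in iNP (1.55) and iSP cells (1.66), in 4 of 4 libraries each (exact permutation p = 0.0286, adjusted p = 0.0349), more so than in eUBs by 0.49 and 0.60 (permutation adjusted p = 2.1e-03 and 4.7e-03). Low oxygen inside embryoid bodies might raise *Slc2a3* and *Egln3*, and this fits; oxygen was not measured in the data used here. Targets of p53 were higher in eUBs (0.83) but lower in iSP (-1.03) and iNP cells (-0.46), in 4 of 4 libraries each (exact permutation p = 0.0286, adjusted p = 0.0349). Their change in SP and NP was below that in UB by 1.86 and 1.29 (-1.86 and -1.29, permutation adjusted p = 7.3e-04). These values fit a p53 response in eUBs that iSP and iNP cells did not share, without telling whether culture or the line is its source. Paraxial mesoderm genes were higher in iSP cells (0.67, 4 of 4 libraries, adjusted exact permutation p = 0.0349), with a change above that in UB by 1.24 (permutation adjusted p = 7.3e-04), but they were also higher in iNP cells (0.62, 4 of 4 libraries, adjusted exact permutation p = 0.0349), with no difference shown between SP and NP (0.05, permutation adjusted p = 0.675), so the rise is not particular to iSP cells. Pluripotency genes were higher in eUB (0.19), iSP (0.75) and iNP cells (1.20), each in 4 of 4 libraries (exact permutation p = 0.0286, adjusted p = 0.0349). SP and NP exceeded UB by 0.56 and 1.01, and SP fell below NP by 0.45 (-0.45, permutation adjusted p = 7.3e-04, 7.3e-04 and 2.8e-03). The mean scores were 0.36 in eUB and 0.17 in E11.5 UB samples, close to the limit of detection, so that difference says little about residual ES cells in eUBs. They were 0.88 in iSP against 0.13 in E11.5 SP, and 1.36 in iNP against 0.15 in E11.5 NP samples. Residual ES cells may contribute, though in iNP cells *Sox2*, at 29.7 ± 4.63 against 0.463 ± 0.528 normalised CPM (SD, n = 4), is also a gene of other embryonic tissues.

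The E12.5 samples enter none of the paper's RNA sequencing conclusions. Against them, 6164 genes were called in eUBs, 8631 in iSP and 6237 in iNP cells (limma adjusted p under 0.05); between E12.5 and E11.5, 3648 were called in UB, 1162 in SP and 850 in NP. The share of variance between the ages was lower than between sources, at 43.3%, 40.1% and 32.6%. Leaving out each sample in turn, it was 41.3% to 67.5% in UB, 36.3% to 54.9% in SP and 29.6% to 47.2% in NP. Between ES-derived and E11.5 cells it was then at least 77.0%, 81.0% and 79.4%. In each comparison the real grouping gave the most genes in 1 of the 8 splits that part all same-numbered pairs, and 8 splits cannot give a share under 0.05; over all 35 splits it also gave the most genes, alone (a share of 0.0286), and of the other splits, the most genes called were 2 (eUB), 0 (iSP) and 0 (iNP) against E12.5, and 1 (UB), 495 (SP) and 1 (NP) between the ages. Same-numbered libraries deviated together with a mean correlation of 0.283 for iNP and E12.5 NP, -0.107 for the SP ages and 0.155 for the NP ages; with the replicate number as a block 7186, 787 and 713 genes were called. An exchange of the E11.5 and E12.5 labels of the UB samples could explain their conflicting source labels, but the change from E11.5 to E12.5 in UB followed that in SP and NP (mean Spearman's rho 0.49), which went against it.

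The paper does not say whether UB, SP and NP samples of the same number come from the same litters. Same-numbered libraries deviated together with a mean correlation of 0.205 for E11.5 SP and NP, 0.0696 for E11.5 UB and SP, 0.0023 for E11.5 UB and NP, 0.329 for eUB and iSP, 0.0320 for eUB and iNP and -0.0083 for iSP and iNP, and at E12.5 with 0.636 for SP and NP, 0.106 for UB and SP and 0.102 for UB and NP, so the comparisons between cell types above may not rest on independent samples. With same-numbered samples of a source as a block, the adjusted limma p-values of the gene differences above were at most 3.8e-04, that of *Atf3* between SP and NP, and *Calb1* had 9.4e-06 (SP and UB) and 1.1e-06 (NP and UB). For the panels the smallest exact permutation p under this pairing is 0.0286 (adjusted 0.0381), which the differences given above with an adjusted p under 0.05 also reached, apart from integrated stress genes between SP and NP (0.37) and muscle genes between SP and UB (-0.25; adjusted p = 0.103 for both).

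In all 3 types 3507 genes changed the same way (1888 higher, 1619 lower), against 831 if the types were independent. Independence was not to be expected, since each comparison sets cells from embryoid bodies against embryonic cells. The iSP and iNP cells also share the E14 line and the differentiation protocol. The excess thus cannot part a common biological change from shared line, strain, culture and handling. The real grouping was 1 of the 8 splits made alike in the 3 types, with 0 genes in every other, and 8 splits cannot give a share under 0.05. Reads shared with near-identical copies, or a strain variant, could explain *Gm10260* and *Vcp-rs*; the embryos were CD1. Pseudogenes were rarer among the shared genes (4.39% against 5.32%, Fisher's exact odds ratio 0.818, two-sided p = 0.0336). That went against it for the shared genes as a set. Most of them are not copies, so this share cannot tell for *Gm10260* and *Vcp-rs* themselves. Among the 30 genes changed by at least 3 on the log2 scale in every type, a subset chosen after seeing the data, 14 were pseudogenes (odds ratio 16.7, Fisher's exact two-sided p = 4.3e-11), which fits. The coding gene nearest to a copy moved the other way in 11 of 16 cases (one-sided exact binomial p = 0.105), so for the copies as a whole the test cannot tell whether reads moved between them. *Vcp-rs* changed by -4.61, -4.74 and -4.76 on the log2 scale in eUB, iSP and iNP cells and *Vcp*, its nearest coding gene, by 0.89, 0.69 and 0.79, while their sum changed by 0.07, -0.15 and -0.05; for this pair, picked after seeing the data, reads moving from the copy to *Vcp* may account for the fall. For *Gm10260* and *Rps18* the sum changed by 0.25, 1.11 and 0.88, so for them such a move alone does not account for the values.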

How the results depend on the processing

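Removing the trend with gene length and GC content was chosen only after the result was seen, as were the pairing of cell types by replicate number and the look at single libraries for pluripotency genes; apart from that of these genes, the cause of each shift below was not tested. A test against a log2 fold change of at most 1 left 979 genes in eUBs (540 higher, 439 lower), 1449 in iSP cells (633 and 816) and 1260 in iNP cells (856 and 404); against E12.5 cells it left 443, 1231 and 786, and between the ages 12 in UB, 5 in SP and 3 in NP. Genes changed the same way in all 3 types fell to 174 with it, and to 1795 with E12.5 comparators.

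With all 36 samples in a single fit, 13, 14 and 20 genes of Supplementary Figs L1, L2 and L3 were among the 50 smallest p-values, and between the ages 3141 genes were called in SP and 1572 in NP. With the replicate number as a block 2365 genes were called between the UB ages; in eUBs the block gave 8053 genes (mean correlation of same-numbered libraries -0.0068) and in iNP cells 8937 (0.0618).

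Leaving out each sample in turn gave 2332 to 5982 genes between the ages in UB, 392 to 2889 in SP and 147 to 2249 in NP, the highest each time without replicate 1 of E12.5. For the comparisons of ES-derived with E11.5 cells it gave 7317 to 9624 genes in eUB, 8298 to 9781 in iSP and 7762 to 9627 in iNP cells.

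The difference of integrated stress genes in iSP cells changed sign with a pseudocount of 0.1 (0.000296) and when samples were left out (-0.10 to 0.054), and that of pluripotency genes in eUBs with E12.5 comparators (-0.22). The last came from replicate 1 of E12.5 UB: without it the difference was 0.26. With same-numbered samples of a source as a block, the difference between SP and NP in integrated stress genes (0.37) and that between SP and UB in muscle genes (-0.25) were no longer past the threshold (exact permutation adjusted p = 0.103 for both). The changed signs are the 7 among 489 settings of 37 further results; 463 settings gave the same label and 19 a weaker result.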

Differences from the paper's values

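The comparison of read numbers was made after the numbers had been seen, and no test was chosen for it. The paper states at least 50 M read-pairs per sample, and the smallest library has 13.0 M reads counted on genes; the paper counts read-pairs generated, which is another measure, and no alternative setting applies to it. Its highest number, 64 M, stands beside 52.5 M here and was not counted as different.

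For the genes with the smallest FDR in Supplementary Figs L1, L2 and L3, 40, 40 and 39 of the paper's 50 were among the 50 smallest p-values, within the limit set for a difference; of the alternatives chosen before the data were examined, the fit of all 36 samples (13, 14 and 20) differed for each figure, the replicate block for Supplementary Fig. L3 (33), and leaving out a sample for each figure in some of the fits (lowest 33, 33 and 28), while the others did not differ. Removing the trend with gene length and GC content, added after the data had been seen, differed for Supplementary Fig. L2 (33). It did not differ for Supplementary Figs L1 (34) and L3 (36). No gene that the paper names, and none in these figures, changed in another direction than the paper gives.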

Other observations

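The correction for gene length and GC content, and the choice of *Kdm5d* and *Gnpda1* as genes to name, were made only after the result was seen. For the comparisons of ES-derived with E11.5 cells, the real grouping called the most genes in 1 of the 8 splits that part all same-numbered pairs, with 0 genes called in every other of the 35 splits; the same holds for the genes of Supplementary Figs L1, L2 and L3. These 8 splits cannot give a share under 0.05; over all 35 splits the real grouping alone gave as many genes, a share of 0.0286. Reads drawn down to the smallest library left 8210 genes in eUB, 9313 in iSP and 8997 in iNP cells, so a difference in depth does not account for the counts. The log2 fold change followed gene length with a Spearman's rho of 0.039, -0.15 and -0.21 and GC content with -0.14, 0.011 and 0.097 in eUB, iSP and iNP cells; with both trends removed, 8959, 9651 and 9583 genes were called. The median log2 fold change was 0.0247, 0.0370 and 0.0738. The scaling of the deposited values sets it near 0, so this median cannot tell whether a few genes take most of the reads. The 10 genes with the most reads took at most 5.30%, 5.65% and 5.40% of the reads of an eUB, iSP and iNP library. In E11.5 UB, SP and NP libraries they took at most 3.98%, 4.29% and 4.17%. These shares argue against a few genes taking most of the reads.

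In the authors' deposited table, 9753 genes in eUB, 11417 in iSP and 11070 in iNP cells have an FDR under 0.05, and 8078, 8972 and 8649 genes were called in both, all in the same direction.

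The 18 imprinted genes of a panel changed more in size in eUBs than 99.88% of 10000 random lists matched on expression, against 52.27% in iSP and 89.52% in iNP cells. A change in size of imprinted genes as a class may thus occur in eUBs, with 5 called higher and 5 lower and no difference in mean score (0.055, exact permutation p = 0.571). In the others the size cannot tell, but the mean score was higher in iSP (0.37) and iNP cells (0.48), in 4 of 4 libraries each (exact permutation p = 0.0286, adjusted p = 0.0349), with 10 genes called higher and 1 lower in iSP and 8 and 1 in iNP cells. This holds for the genes of the panel, which cannot stand for every imprinted gene. With 1 called lower, it can hold at most 1 of *Plagl1*, *Nnat*, *Peg13* and *Grb10*. These were all lower in iSP cells, with log2 fold changes of -8.10, -6.92, -5.58 and -3.61. In iNP cells *H19*, *Nnat* and *Peg13* were lower (-6.84, -6.33 and -4.58).

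*Hprt* was at 0.526 ± 0.172 in iSP and 33.3 ± 8.66 normalised CPM in E11.5 SP cells (SD, n = 4; log2 difference -4.46, limma adjusted p = 1.3e-07, 4 of 4 libraries below), and lower by 5.24 (-5.24) in iNP cells, but differed by -0.12 in eUBs (limma adjusted p = 0.241). An Hprt-deficient E14 line could explain this, and it fits; the paper does not describe the line in this respect.

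*Xist* was between 33.5 and 582 normalised CPM in the 24 embryonic libraries and at most 0.43 in the 12 ES-derived libraries. Male ES lines against litters of both sexes could explain this, but the test as written also required *Kdm5d* in all ES-derived libraries, and it was 0 in some, so the test as written went against the explanation; the other Y-linked genes were expressed in all 12, *Ddx3y* between 24.6 and 50.6, *Eif2s3y* between 28.0 and 51.7 and *Uty* between 9.18 and 24.3, so the ES-derived cells carry Y-linked genes, and the test as written failed on *Kdm5d* alone.

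Among the genes the paper uses as protein markers, *Wnt7b*, which it shows as a trunk marker, was at 33.9 ± 4.49 in eUBs and 125 ± 11.2 in E11.5 UBs (normalised CPM, SD, n = 4; log2 fold change -1.86, limma adjusted p = 5.6e-07), *Ret* at 473 ± 35.7 and 364 ± 3.64 (0.38, limma adjusted p = 1.4e-03), and *Sox9* at 204 ± 15.8 and 178 ± 27.9 (0.20, limma adjusted p = 0.164). *Sox8*, which is also a gene of the tip panel, rose most among these tip genes, from 22.7 ± 3.17 in E11.5 UBs to 86.9 ± 12.8 in eUBs (1.89, limma adjusted p = 1.3e-06, 4 of 4 libraries). The sort used RET for E11.5 UB cells and mCherry from a reporter of *Sox9* or *Sox8* for eUB cells, so the differences in *Ret*, *Sox9* and *Sox8* depend in part on the sort and do not show by themselves a difference between the buds. *Foxd1* was at 15.2 ± 3.67 in iSP and 410 ± 126 in E11.5 SP cells (-4.64, limma adjusted p = 3.4e-07), and *Meis1* differed by -0.06 (limma adjusted p = 0.573). For *Foxd1* the other groups were at 20.1 ± 6.51 (eUB), 62.8 ± 20.9 (E11.5 NP), 7.08 ± 1.25 (iNP) and 2.51 ± 0.309 (E11.5 UB). Its RNA level thus did not set iSP cells apart from eUBs. The paper reports sorted iSP cells as FOXD1-positive by immunostaining, a measure of protein. *Six2* was at 139 ± 15.9 in iNP and 590 ± 35.7 in E11.5 NP cells (-2.08, limma adjusted p = 2.7e-07), and *Itga8* differed by 0.72 (limma adjusted p = 0.0698).

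*Gnpda1* was higher in all 3 ES-derived types, by 3.07 in eUB, 3.17 in iSP and 3.44 in iNP cells (limma adjusted p = 2.0e-08, 3.0e-08 and 3.8e-08; 4 of 4 libraries in each).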
